# Corrupted DNA-binding specificity and ectopic transcription underpin dominant neomorphic mutations in KLF/SP transcription factors

**DOI:** 10.1186/s12864-019-5805-z

**Published:** 2019-05-24

**Authors:** Melissa D. Ilsley, Stephen Huang, Graham W. Magor, Michael J. Landsberg, Kevin R. Gillinder, Andrew C. Perkins

**Keywords:** KLF1, CDA, 4sU-RNA labeling, Hemolysis, ChIP-seq

## Abstract

**Background:**

Mutations in the transcription factor, *KLF1*, are common within certain populations of the world. Heterozygous missense mutations in *KLF1* mostly lead to benign phenotypes, but a heterozygous mutation in a DNA-binding residue (E325K in human) results in severe Congenital Dyserythropoietic Anemia type IV (CDA IV); i.e. an autosomal-dominant disorder characterized by neonatal hemolysis.

**Results:**

To investigate the biochemical and genetic mechanism of CDA IV, we generated murine erythroid cell lines that harbor tamoxifen-inducible (ER™) versions of wild type and mutant KLF1 on a *Klf1*^−/−^ genetic background. Nuclear translocation of wild type KLF1 results in terminal erythroid differentiation, whereas mutant KLF1 results in hemolysis without differentiation. The E to K variant binds poorly to the canonical 9 bp recognition motif (NGG-GYG-KGG) genome-wide but binds at high affinity to a corrupted motif (NGG-GRG-KGG). We confirmed altered DNA-binding specificity by quantitative in vitro binding assays of recombinant zinc-finger domains. Our results are consistent with previously reported structural data of KLF-DNA interactions. We employed 4sU-RNA-seq to show that a corrupted transcriptome is a direct consequence of aberrant DNA binding.

**Conclusions:**

Since all KLF/SP family proteins bind DNA in an identical fashion, these results are likely to be generally applicable to mutations in all family members. Importantly, they explain how certain mutations in the DNA-binding domain of transcription factors can generate neomorphic functions that result in autosomal dominant disease.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5805-z) contains supplementary material, which is available to authorized users.

## Background

KLF1, Krüppel-like factor 1, is an erythroid-specific transcription factor (TF) [1] that coordinates almost all aspects of erythropoiesis [2–4]. It is the founding member of a family of 17 TFs which are highly related to the SP1 family. *Klf1*^−/−^ mice die in utero from severe anemia [5, 6] and *KLF1* null humans display severe *hydrops fetalis*, which is lethal without intervention [7]. On the other hand, *Klf1*^+/−^ mice, and humans with heterozygous mutations in *KLF1,* have mild phenotypes. A few KLF1-dependent target genes are sensitive to haplo-insufficiency, so one can find blood group serological abnormalities, such as In(Lu) and elevated HbF and HbA_2_ levels in carriers if one specifically searches for them [7–11]. On the other hand, red blood parameters such as cell size (MCV) are normal, so carriers are difficult to discover via routine full blood examination (FBE). This explains why *KLF1* variants have not been found in genome-wide association studies (GWAS) of variations in the FBE [12], despite mutations occurring at very high frequencies in some populations [13]. In fact, most carriers remain undetected throughout life.

Congenital Dyserythropoietic Anemia type IV (CDA IV) is a rare autosomal dominant erythrocyte disorder (OMIM: 613673) characterized by dyserythropoiesis and hemolysis. Since 2010, six unrelated patients with CDA IV have been identified with the same mutation in KLF1 (c.973G > A; p.E325K) [14–18]. The patients have markedly elevated HbF, nucleated RBCs in the peripheral blood, splenomegaly, and growth delay. They are transfusion dependent from early life [16, 17]. The glutamic acid residue in the second zinc finger (ZF2) of KLF1 (i.e. E325 at + 3 relative to the start of the preceding α-helix) is conserved in all KLFs and SP proteins and plays a structural role in recognition of the central pyrimidine nucleotide on the G-rich strand of the 9 bp DNA recognition sequence (NGG-GYG-KGG) [19].

An ENU mutant mouse strain (the neonatal anemia or *Nan* mouse) harbors a mutation in the equivalent position to human KLF1-E325 (i.e. E339D in mouse) [20–23] (Fig. 1a). Like human CDA IV patients, heterozygous *Klf1*^*+/Nan*^ mice also exhibit neonatal hemolysis. Furthermore, *Klf1*^*Nan/Nan*^ mice die at embryonic day E10–11 due to severe defects in primitive hematopoiesis. This phenotype is more severe than a complete loss of function of *Klf1* [5, 6]. We previously showed the KLF1-E339D protein binds to a degenerate DNA motif in vitro and in vivo, and this corrupts the erythroid transcriptome leading to hemolysis [24–26]. That is, KLF1-E339D has a neomorphic biochemical function which results in red blood cell destruction.

**Fig. 1:**
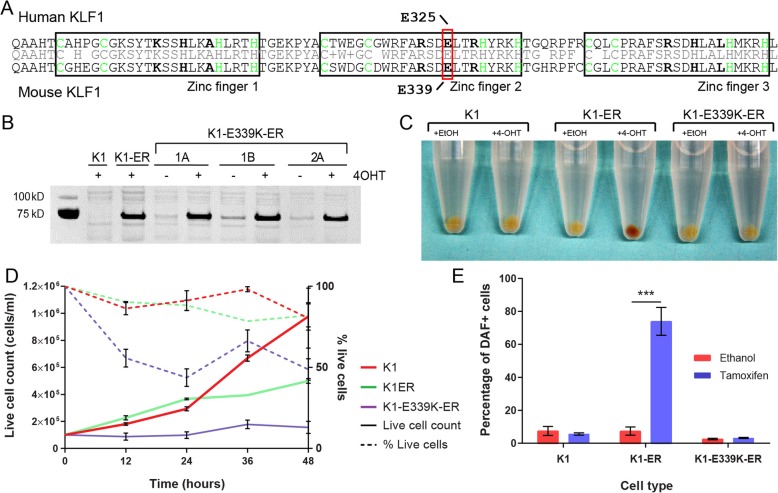
An in vitro cell line model to study human CDA type IV. **a** Alignment of human and mouse KLF1 demonstrating the sequence conservation within the C_2_H_2_ zinc finger domains. Mutations associated with CDA IV (E325K) and *Nan* (E339D) are indicated by boxes. Bold amino acids indicate residues which contact DNA when bound. **b** Western blot of nuclear extracts from cell lines generated in this study. The blot shows presence of KLF1-ER in the nucleus after induction with 4-OHT (+) in a K1-ER cell line and 3 independent clones of the K1-E339K-ER cell line. Full-length blot image is presented in Additional file 1: Figure S1. **c** Cell pellets from K1 (parental), K1-ER (wild type), and K1-E339K-ER (CDA mutation) lines treated with 4-OHT or ethanol (vehicle control) for 48 h. The redness of the pellet indicates production of hemoglobin. **d** Cell number and viability measured at 12-h intervals following induction with 4-OHT for K1 (yellow), K1-ER (green), and K1-E339K-ER (purple) cells. Solid line represents number of live cells in culture and dashed line represents the percentage of live cells in culture. Error bars show ± SEM from three independent clones or three biological replicates for parental K1 cells.**e** Percentage of DAF positive cells (indicating presence of hemoglobin) at 48 h post-treatment with 4-OHT or ethanol. Data are represented as mean ± SEM from 3 clonally independent cell lines. ***P < 0.001 (Student’s t-test)

We hypothesized the E325K mutation in human KLF1 has a similar neomorphic DNA-binding function which would result in aberrant gene expression and toxic effects in human erythroid cells. Furthermore, we hypothesized the E > K variant would be more deleterious than the more conservative E > D amino acid change. Due to the rarity of patients, we generated erythroid cell lines carrying an Estrogen Receptor (−ER) fusion of either mutant or wild type KLF1 on a *Klf1*^−/−^ genetic background that could be conditionally activated with 4-hydroxytamoxifen (4-OHT) [27]. The experimental design and cellular context is identical to that which we employed to study the function of KLF1-E339D [24], so we could directly compare the biochemical and genetic functions of the two variants.

Nuclear translocation of murine KLF1-E339K-ER results in rapid erythroid cell destruction without differentiation, whereas induction of wild type KLF1-ER induces controlled terminal differentiation. We employed ChIP-seq to show that KLF1-E339K-ER differentially occupies binding sites genome-wide and exhibited preference for an altered recognition motif in vivo. We confirmed altered DNA-binding specificity of KLF1-E339K compared to wild type KLF1 using purified recombinant zinc finger domains (zf) in quantitative electromobility shift assay (EMSA assays). The observed change in specificity at position 5 on the G-rich strand is consistent with structural studies [19], yet is distinct from that which we previously determined for KLF1-E339D-zf [24]. Ultimately, the altered DNA-binding specificity of KLF1-E339K-zf results in ectopic transcription of ~ 100 non-erythroid genes. Together these genes are likely to derail normal erythroid differentiation and induce hemolysis. Our results provide a molecular understanding of how neomorphic DNA-binding specificities in TFs can result in dominant genetic disease. Given the large number of TFs encoded in the human genome, we propose this novel mechanism will be broadly applicable.

## Results

### An inducible cell line system to study CDA type IV

Congenital Dyserythropoietic Anemia (CDA) type IV (OMIM: 613673) is a severe autosomal dominant disease due to a missense mutation in the DNA-binding domain of human KLF1 (E325K) [17]. We hypothesized this mutation would generate a mutant TF with aberrant DNA-binding specificity*,* and this would induce aberrant gene expression and cell death. To define an in vivo DNA-binding specificity of the E > K variant KLF1 protein we sought to undertake ChIP-seq which was not confounded by the presence of wild type KLF1. This would not be possible with primary patient samples because they have one normal *KLF1* allele. Rather, we required a *KLF1* null erythroid cell system in which we could rescue KLF1 function. To achieve this, we utilized an immortalized murine *Klf1* null cell line, K1 [27]. From these, we created stable transgenic sublines in which KLF1 is retained in the cytoplasm by means of fusion to the ligand-binding domain of the estrogen receptor (ER™) modified to respond only to 4-hydroxytamoxifen (4-OHT). An E to K mutation was introduced in the second zinc finger of murine Klf1 (E339K) to model the human KLF1-E325K variant (Fig. 1a). In this K1-E339K-ER system, addition of 4-OHT to the culture induces rapid nuclear translocation, DNA-binding and activation of gene expression (Fig. 1b and Additional file 1: Figure S1).

We previously generated and characterized *Klf1*^−/−^ cell lines in which wild type KLF1-ER is inducible by 4-OHT; i.e. K1-ER cells (previously known as B1.6 cells) [24, 27]. They express equivalent amounts of KLF1-ER in the nucleus after 4-OHT treatment to K1-E339K-ER cells (Fig. 1b) and K1-E339D-ER cells [24], allowing direct comparison of the biological effects and biochemical functions of wild type, E > K and E > D mutant versions of KLF1-ER in the endogenous erythroid chromatin context. Upon induction with 4-OHT, K1-ER cells slow proliferation and differentiate as can be seen by hemoglobinization of the cell pellet [24, 27] (Fig. 1c-e). In contrast, K1-E339K-ER cells produce no detectable hemoglobin upon addition of 4-OHT, cease proliferating and ultimately die rather than differentiate (Fig. 1d), suggesting a deleterious or toxic effect of KLF1-E339K-ER.

### The E > K mutation results in altered DNA binding specificity in vivo

To assess how the E > K mutation affects DNA-binding of KLF1-ER, we undertook ChIP-seq 3 hours after 4-OHT induction using an antibody to the ligand-binding domain of the estrogen receptor (ERα) [28] (See Methods). 

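ChIP-seq reads the genomic positions of a DNA-binding protein from the DNA recovered with an antibody to it. The study labels give 1 KLF1-E339K-ER ChIP library and 1 input library, both from 1 clone of K1-E339K-ER cells induced for 3 h with 200 nM 4-OHT, the ligand that moves the fusion protein into the nucleus. The paper's Methods state that samples were pooled before the library was made. The authors mapped the reads to mm9, removed duplicate and multi-mapped reads, called peaks and compared KLF1-ER with KLF1-E339K-ER by DiffBind. The authors' deposited table holds the outcome of that comparison for 5551 consensus sites: the position of each site, the concentration (log2 of the mean normalized read count) for wild type and mutant, Fold, the p-value, the FDR and the closest transcription start site (TSS). The KLF1-ER libraries come from the authors' earlier work and were not analysed here on their own. Fold differed from the wild type minus the mutant concentration by at most 0.01, so a negative Fold favours KLF1-E339K-ER. Sites were 301 to 1430 bp wide, with a median of 330 bp. The lowest concentration was -0.09 for wild type, shared by 1424 sites, and -0.38 for mutant, shared by 147 sites, and a Fold against such a value is a lower bound. The values are the authors' summaries per protein, so the depth of the libraries is unknown and no error between replicates can be given for any site. The p-values were adjusted again by the Benjamini-Hochberg method over all 5551 sites, which gave values within 0.000981 of the authors' FDR. Positions were set against the NCBIM37 (mm9) genome sequence and the GENCODE release M1 annotation.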

Occupied genomic regions were identified using MACS2 [29] and GEM [30] across samples to remove peak caller bias. A consensus peakset of 5551 sites was obtained including only 500 co-occupied and 3440 unique to KLF1-E339K-ER, indicating a large number of novel sites are bound by KLF1-E339K-ER in vivo (Fig. 2a). 

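Of the consensus sites, 3498 (63.0%) had a re-adjusted p-value under 0.05 and favoured KLF1-E339K-ER, 1675 (30.2%) favoured KLF1-ER and 378 (6.81%) passed in neither direction. At 1423 of the KLF1-E339K-ER-favoured sites the wild type concentration was the lowest in the authors' deposited table. At these 3498 sites the wild type concentration had a median of 0.91 (quartiles -0.09 and 2.5), against 5.26 (quartiles 4.78 and 5.94) for the mutant. The site with the smallest p-value among them lay on chromosome 1 from 75441261 to 75442360, in intergenic sequence 5274.5 bp from the TSS of Asic4. Its concentration in the authors' deposited table was 8.44 for mutant and 4.43 for wild type (Fold -4.00, FDR = 2.63e-43). The site that followed lay on chromosome 17 from 34258682 to 34259895, 263.5 bp from the TSS of Brd2, where the authors' deposited table gives 8.61 for mutant and 5.40 for wild type (Fold -3.20, FDR = 1.66e-38). A site on chromosome 19 from 10175918 to 10176587, 259.5 bp from the TSS of Fads2, was listed there at 8.26 for mutant and 3.23 for wild type (Fold -5.03, FDR = 7.67e-38). The occupancy calls drawn in Fig. 2a were not analysed here; the counts above rest on differential enrichment.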

To observe the change in binding genome-wide, we plotted read density heat maps for each dataset. Figure 2b suggests KLF1-E339K-ER binds at sites in the genome that are not bound by KLF1-ER, but it can also bind weakly to sites normally bound by KLF1-ER. 

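At the 1675 KLF1-ER-favoured sites the mutant concentration had a median of 2.31 (quartiles 1.05 and 3.47), against 5.37 (quartiles 4.91 and 5.94) for wild type. The mutant concentration was at least 2 at 943 of these sites (56.3%) and at least 4 at 242 (14.4%), and it was the lowest listed at 146. In the other direction, the wild type concentration was at least 2 at 1107 of the KLF1-E339K-ER-favoured sites (31.6%) and at least 4 at 319 (9.12%). The KLF1-ER-favoured site with the smallest p-value lay on chromosome 1 from 88368696 to 88369130, 46009 bp from the TSS of 1700019O17Rik. The authors' deposited table gives it a concentration of 8.31 for wild type and 3.88 for mutant (Fold 4.43, FDR = 1.19e-51). A site on chromosome 15 from 77672442 to 77672991, 171.5 bp from the TSS of Myh9, had 8.42 for wild type and 4.94 for mutant in the authors' deposited table (Fold 3.48, FDR = 3.66e-46). A site on chromosome 15 from 38400116 to 38400553, whose closest TSS is that of Azin1, was listed at 7.97 and 3.94 in the same order by the authors' deposited table (Fold 4.03, FDR = 5.57e-44). All 3 kept a mutant concentration well above the lowest value of -0.38. The concentrations carry no error, so these shares describe the listed values and are not a test.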

To further analyze differential binding between these factors, we used DiffBind [31] to analyze the consensus peakset for levels of read enrichment (Fig. 2c). We identified 5173/5551 consensus sites that were differentially bound with a false discovery rate of < 0.05 (Additional file 5: Table S1). 

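After re-adjustment of the authors' p-values, 5173 sites had an adjusted p-value under 0.05, and 67.6% of them favoured KLF1-E339K-ER. The setting that moved this number most was a minimum mean concentration of 5, which left 1471 sites, 953 of them favouring KLF1-E339K-ER and 518 favouring KLF1-ER. With an adjusted p-value under 0.01, 5014 sites passed, and with a difference of at least 2-fold 5004 did. A difference of at least 4-fold was reached at 3067 KLF1-E339K-ER-favoured sites (87.7%) and at 1295 KLF1-ER-favoured sites (77.3%). Holm's adjustment in place of Benjamini-Hochberg left 4183 sites. The share that favoured KLF1-E339K-ER stayed between 64.8% and 70.3% over these 5 alternatives. The p-values are DiffBind's, and the paper's text does not name the number of libraries per protein behind them. By the labels there is 1 KLF1-E339K-ER ChIP library, and the Methods state that samples were pooled. The p-values are therefore not shown to measure variation between independent mutant samples. The KLF1-ER libraries come from earlier work, so a difference between batches would appear as one between proteins.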

Together, this suggests both a neomorphic and hypomorphic function for the E > K mutation, just as for the E > D mutation [24]. 

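The closest TSS was within 10 kb for 2323 of the KLF1-E339K-ER-favoured sites (66.4%) and for 1143 of the KLF1-ER-favoured sites (68.2%), an odds ratio of 0.920 (two-sided Fisher's exact test, p = 0.195). Within 1 kb the shares were 37.0% and 42.9%, an odds ratio of 0.784 (Fisher's exact test, p = 5.76e-05). The median distance to the closest TSS was 3269.5 bp for KLF1-E339K-ER-favoured and 2675.5 bp for KLF1-ER-favoured sites. From the sites gained and the sites weakly bound, the paper proposes that the mutation is both neomorphic, with functions the wild type lacks, and hypomorphic, with less of the wild type's function.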

De novo motif analysis using MEME revealed KLF1-E339K-ER binds to an altered GC-rich motif in vivo compared to wild type KLF1-ER (Fig. 2d). KLF1-E339K-ER binds to the motif NGG GRG KGG (E-value = 7.6 × 10^− 2168^). The major divergence from the wild type KLF1-ER position weighted matrix (PWM) (NGG GYG KGG; E-value = 1.8 × 10^− 1140^) is a change in the fifth nucleotide from a pyrimidine (i.e. Y = C or T), to a purine (i.e. R = A or G) (Fig. 2d). 

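Both motifs were searched on both strands of the mm9 sequence within 50 bp of the midpoint of each differentially bound site. The purine motif NGGGRGKGG was found at 1590 of 3498 KLF1-E339K-ER-favoured sites (45.5%) and at 273 of 1675 KLF1-ER-favoured sites (16.3%), an odds ratio of 4.28 (two-sided Fisher's exact test, p = 5.41e-100). The pyrimidine motif NGGGYGKGG was found at 803 KLF1-E339K-ER-favoured sites (23.0%) and at 1005 KLF1-ER-favoured sites (60.0%), an odds ratio of 0.199 (Fisher's exact test, p = 7.23e-148). Among sites with one motif and not the other, 1103 of 1419 KLF1-E339K-ER-favoured sites (77.7%) and 96 of 924 KLF1-ER-favoured sites (10.4%) held the purine motif (odds ratio 30.1, Fisher's exact test, p = 4.32e-246). Restricting the sites to those at least 4-fold different moved this odds ratio most, to 41.3. As a second background chosen after seeing the data, windows 200 to 300 bp from the midpoint of the same sites were searched. Purine matches numbered 10.8 per kb at the centre of KLF1-E339K-ER-favoured sites and 1.88 per kb in the flanking windows. Pyrimidine matches numbered 10.1 per kb at the centre of KLF1-ER-favoured sites and 1.08 per kb in the flanking windows. The search counts exact matches to the consensus sequences and no position weight matrix was built. The paper found both motifs by MEME within 50 bp of the peaks of these same proteins. A higher share of each motif among sites favouring its own protein was therefore largely fixed beforehand. The shares and odds ratios describe how often the consensus sequences occur and are no independent test of the motifs. Sites are not independent replicates, so the p-values describe the listed sites.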

Local motif enrichment analysis using CentriMo [32] confirmed central enrichment of GC-rich motifs, validating the ChIP for both KLF1-ER and KLF1-E339K-ER proteins (Additional file 2: Figure S2). This altered specificity at the fifth nucleotide in the recognition sequence is consistent with the known mechanisms of DNA-contact of all SP/KLF zinc fingers (see below).

**Fig. 2:**
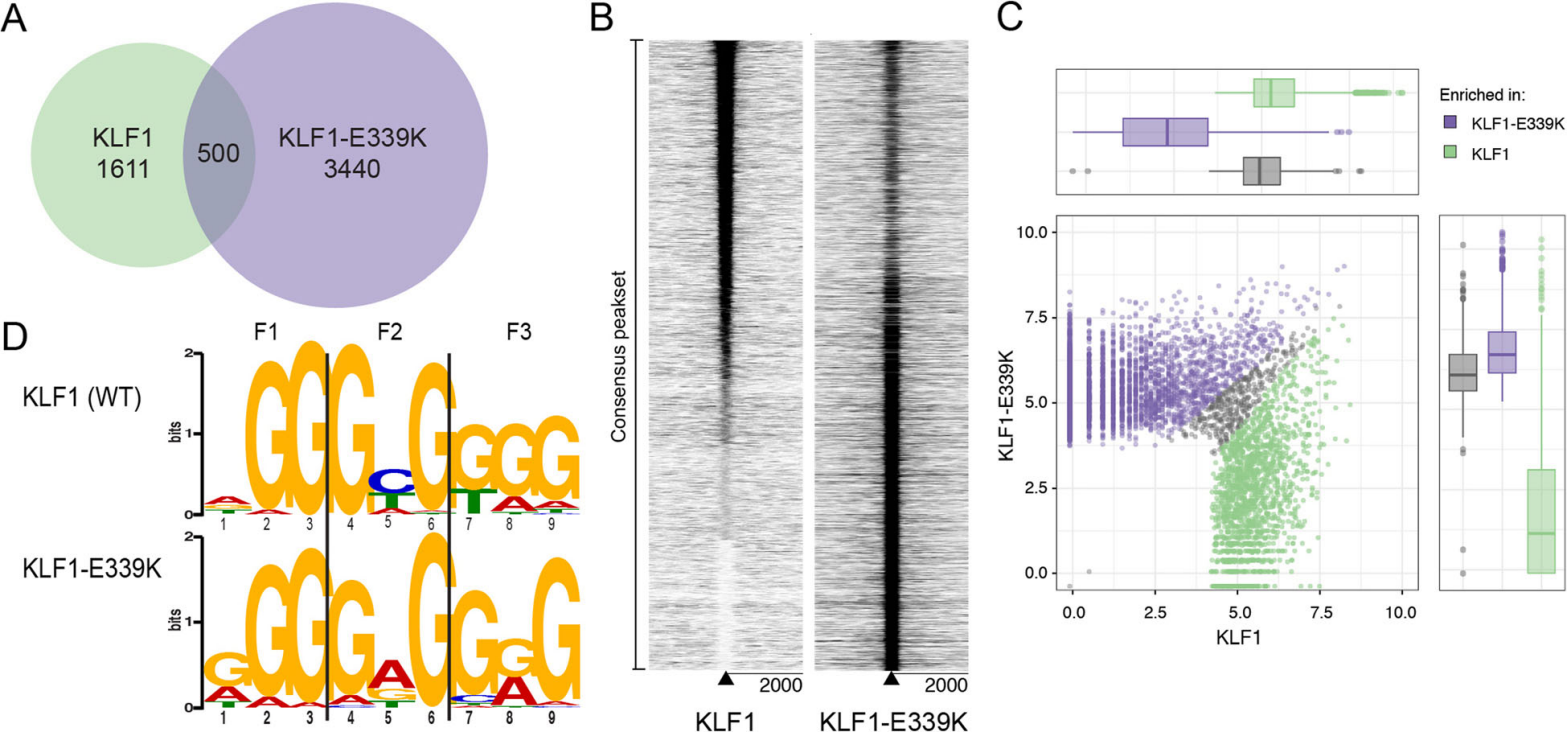
KLF1-E339K-ER binds to novel sites throughout the genome due to a change in DNA-binding specificity. **a** A Consensus occupancy peakset was generated from overlapping KLF1-ER and KLF1-E339K-ER binding sites. **b** Heat maps of read density of KLF1-ER and KLF1-E339K-ER ChIP-seq at a ± 2 kb from the consensus peakset. Plots are clustered according to the nearest neighbor chain algorithm [50]. **c** Scatter plot with marginal boxplots displaying the log_2_ normalized mean read count from differential binding analysis between KLF1 and KLF1-E339K peaksets and read alignments. **d** Position weighted matrix for the highest-ranking motif derived from KLF1-ER (top) and KLF1-E339K-ER (bottom) peaks (±50 bp), as determined by MEME

### KLF1-E339K binds to an altered motif in vitro

To confirm aberrant binding was intrinsic to the variant KLF1-E339K-ER protein, we performed in vitro DNA-binding assays to compare the affinities of KLF1-zf and KLF1-E339K-zf (see Methods). We chose the *Alas2* erythroid gene enhancer, AGG GCG TGG, as the basis for these studies since it is a well-established direct KLF1 target gene [24]. We measured DNA-binding affinities for GST-purifiedKLF1-zf and KLF1-E339K-zf to probes for all four nucleotide variants at position 5 within an otherwise identical *Alas2*DNA-binding site. The binding affinity (K_D_) of KLF1-E339K-zf to the wild type probe (C5) was reduced almost 5-fold (K_D_ = 644 ± 225 nM) compared to KLF1-zf (K_D_ = 143 ± 14 nM) (Fig. 3a-b). Similarly, binding of KLF1-zf to a T5 variant (K_D_ = 158 ± 26 nM) was 3-fold higher than KLF1-E339K-zf (K_D_ = 503 ± 40 nM) (Fig. 3c). This is consistent with a previous publication using the β-globin promoter probe [33], since replacement of the C with a T as position 5 in the Alas2 enhancer site renders it identical to the normal β-globinpromoter-binding site. Interestingly, the affinity of KLF1-E339K-zf for a G5 variant (K_D_ = 108 ± 34 nM) is much greater (> 5-fold) than KLF1-zf (K_D_ = 574 ± 150 nM) (Fig. 3d-e). Lastly, neither protein bound strongly to the variant with a A at position 5 (Fig. 3f), but binding affinities of KLF1-zf and KLF1-E339K-zf for A5 variant were roughly equivalent (K_D_ = 350–500 nM). No binding to GST was observed. In summary, the biochemical binding data is consistent with the different in vivo preferences of KLF1-ER and KLF1-E339K-ER.

**Fig. 3:**
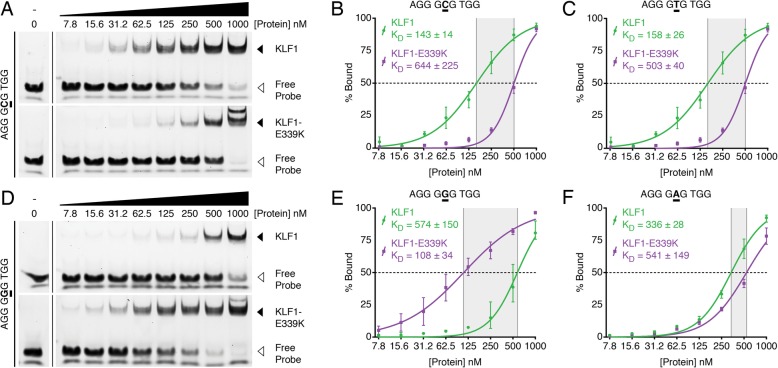
KLF1-E339K binds with strong affinity to an altered recognition sequence. **a** Saturation fluorescent gel shift assay of KLF1-zf and KLF1-E339K-zf (0–1000 nM) binding to a 2 nM probe representing the sequence at the *Alas2* enhancer binding site (AGG GCG TGG; C5). **b** Free versus bound probe were quantified and plotted from replicate gel shift assays to calculate the binding affinity constant (K_D_) of KLF1 (green) and KLF1-E339K (purple) to the *Alas2* enhancer binding site (AGG GCG TGG; C5). Curves were fit individually using with Hill Slope. Averaged K_D_ and its standard error are reported (*n* = 3). **c, e, f** Free versus bound probe were quantified and plotted from replicate (n = 3) gel shift assays as in A) with alternate probe sequences as indicated. **d** Saturation fluorescent gel shift assay of KLF1-zf and KLF1-E339K-zf (0–1000 nM) binding to a 2 nM probe representing an altered sequence at the *Alas2* enhancer binding site (AGG GGG TGG; G5)

Interpretation of these data at a molecular level is speculative in the absence of structural data on KLF1. However, the residues of finger 2 which contact the central DNA triplet in the homologous KLF4 are entirely conserved in KLF1 (Fig. 4a), meaning that some level of insight can be gleaned from published structures of KLF4 bound to different DNA sequences [19, 34, 35]. In KLF4, recognition of the central T involves a relatively weak C-H···O interaction between the T5 methyl group and the glutamic acid [35] . When the central base is a C, there is no contact with the glutamic acid; rather the glutamic acid side chain appears to stabilize the position of the nearby arginine which contacts the G at position 4 [34]. Again, these residues are 100% conserved between KLF1 and KLF4 and so the mechanism of recognition is also expected to be conserved (Fig. 4b-c).

**Fig. 4:**
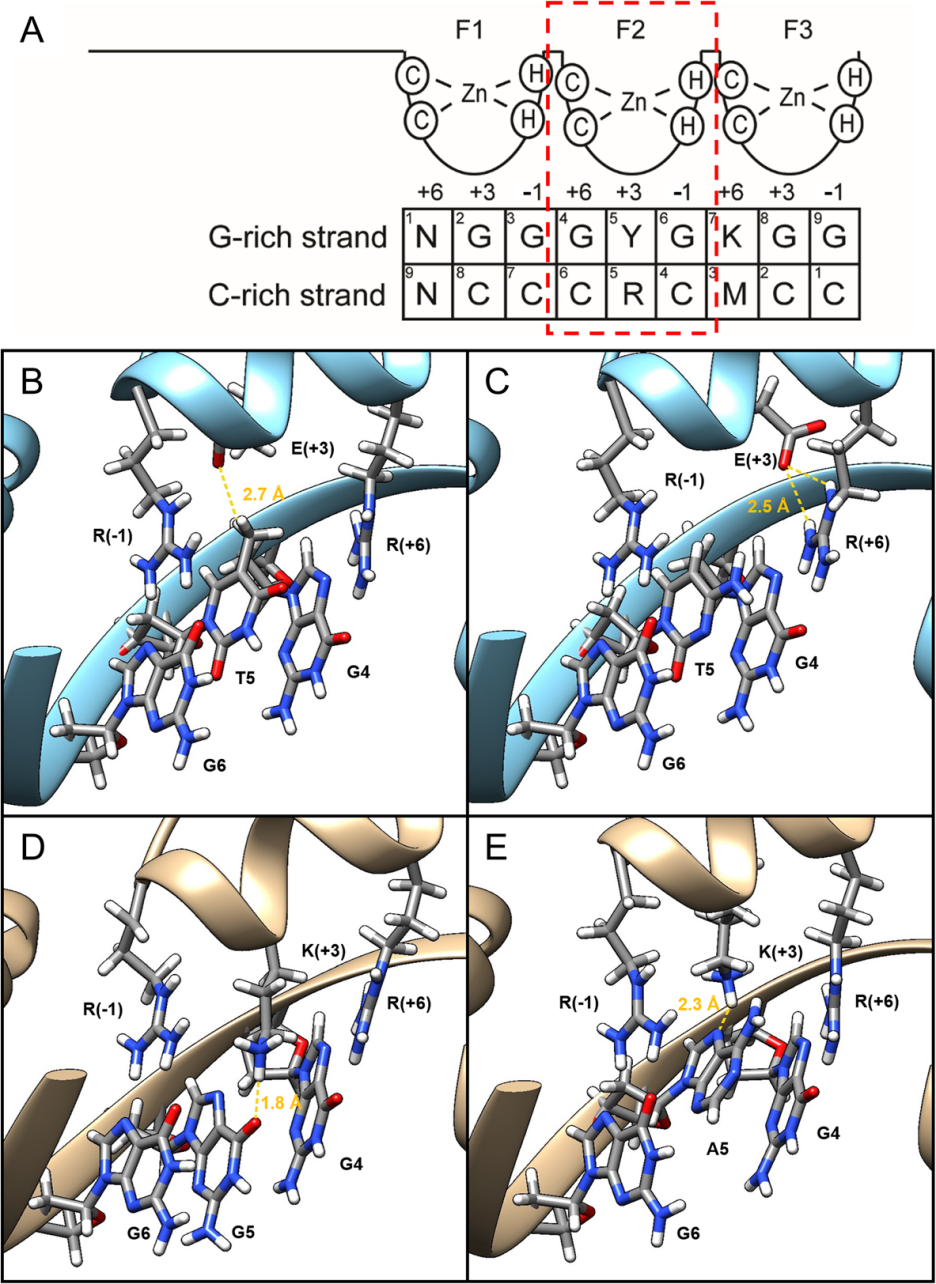
KLF1-E339K binds to the G-rich strand when purines are present at the fifth position, but lysine residue makes no contact with DNA. **a** Schematic of how KLF1 binds to CACCC-box motif via the G-rich strand. K = T/G, Y = T/C, M = A/C, R = A/G, N = any nucleotide. The panels in B-E focus on the interaction between the central triplet and ZF2. **b** Binding mode of the second zinc finger of KLF1 to a central GTG triplet on the G-rich strand, modeled on the crystal structure of KLF4 bound to the cognate GTG-containing DNA (PDB ID 5ke6). A weak C-H···O bond is the only contact between the glutamate (E) at the + 3 position and the central DNA base (T5). **c** Binding mode of the second zinc finger of KLF1 to a central GCG triplet on the G-rich strand, modeled on the crystal structure of KLF4 bound to the cognate GCG-containing DNA (PDB ID 2wbu). The glutamate does not directly contact the DNA but instead hydrogen bonds to the arginine (R) at the − 1 position. **d** Proposed binding mode of second zinc finger of KLF1-E339K to a central GGG triplet on the G-rich strand. The larger, positively charged lysine (K) sidechain extends towards the DNA and is able to act as a hydrogen bond donor, contacting the carbonyl group on G5 and forming a favorable hydrogen bond (shown in gold). **e** Proposed binding mode of second zinc finger of KLF1-E339K to a central GAG triplet on the G-rich strand. Substitution of guanine for adenine removes the hydrogen bond acceptor but an alternative, hydrogen bond is possible with the N7 atom of the adenine ring (shown in gold). This arrangement may also be possible when the central nucleotide is a G, however it is predicted that the N-H···O bond shown in D) is preferred, leading to a comparatively stronger affinity for GGG over GAG

Modeling the E325K mutation in KLF1 based on these KLF4 structures provides a plausible explanation for the change in preference from a pyrimidine to a purine at the central base, and in particular the enhanced binding to sequences containing a central GGG triplet. The larger sidechain of the lysine residue is long enough to form what is predicted to be a strong N-H···O hydrogen bond with the carbonyl group of the guanine ring (Fig. 4d). According to this model, adenine, which does not have a carbonyl group, would not be able to interact in this same way with the lysine sidechain, but may still contact it via a possibly weaker N-H···N hydrogen bond formed with the N7 nitrogen (Fig. 4e).

### Change of DNA binding specificity leads to dysregulation of gene expression

To assess the transcriptional response to aberrant TF binding, we performed RNA-seq analysis on newly-transcribed RNA by utilizing 4-Thiouridine (4sU)-labeling [36, 37]. This has the advantage of enriching for immediate and direct transcriptional events following DNA binding. 

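In 4sU-RNA-seq, cells take up 4-thiouridine for a short time, and the RNA made in that time is isolated through it and sequenced. The study labels give 3 libraries of K1 cells, which lack KLF1, and 3 of K1-E339K-ER cells, from 3 clones. All 3 K1-E339K-ER libraries and 2 of the K1 libraries are labelled as treated with 200 nM 4-OHT, and 1 K1 library is labelled as treated with ethanol. The paper gives the 4sU dose as 500 mM for 1 h, whereas the labels give 500 µM for 30 min. The authors mapped the reads to mm9, removed reads of low mapping quality and fitted limma-voom with the treat method, which tests for a change larger than a minimum. The authors' deposited tables hold the outcome for 11364 genes in each of 2 comparisons, K1-E339K-ER against K1 and K1-ER against K1: the log2 fold change, the mean expression as voom's log2 CPM (from -2.28 to 14.76, median 5.27), a moderated t, the p-value and its Benjamini-Hochberg adjustment. The mean expression of each gene is the same in both tables, so both comparisons come from 1 fit and share the K1 libraries. The values are summaries of the fit, so counts per library are unknown and no spread between replicates can be given. In both tables t is 0 up to a log2 fold change of 0.999819 in size and differs from 0 from 1.00002 on, so the minimum of the test was 1 on the log2 scale. The degrees of freedom, recovered from t and p of 779 genes, were 15.6. The standard error of each log2 fold change was rebuilt from t or p with these degrees of freedom, for 11358 genes in both comparisons. Its median was 0.26 for K1-E339K-ER and 0.31 for K1-ER. Genes were paired between the tables by length, mean expression and Entrez identifier, since 779 genes carry different symbols in the 2 tables. Adjusting the authors' p-values again gave values within 5.10e-06 of theirs. The libraries of K1-ER cells come from the authors' earlier work.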

Three clonally independent lines of K1 and KLF1-E339K-ER cells were induced with 200 nM 4-OHT (or ethanol control) and treated with 500 mM 4sU for 1 h. 4sU-labeled RNA was isolated as previously described [24, 36]. Enrichment for primary transcripts was validated by RT-PCR (Additional file 3: Figure S3). Differentially expressed genes (DEGs) were analyzed using the R package: Limma-voom [38] (see Methods). Following normalization and linear modelling of the data, a total of 244 genes were significantly up-regulated, and 19 genes were significantly down-regulated in response to KLF1-E339K-ER using a minimum log-fold-change of 2 (Additional file 6: Table S2). This was compared to our KLF1-ER target genes determined by comparison of K1-ER and K1 cell lines using the same analysis parameters (Fig. 5a) [24]. 

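Adjusting the p-values of the authors' deposited table again over 11364 genes left 244 genes activated and 19 repressed at an adjusted p-value under 0.05. Rebuilding the test without a minimum moved these counts most, to 846 activated and 157 repressed genes, and a minimum log2 fold change of 2 left 59 and 3. The gene values that follow are log2 fold changes and adjusted p-values of the authors' deposited table, with standard errors rebuilt from its t. Creb3l1 (Entrez 26427, chromosome 2 from 91822485 to 91864659) had a log2 fold change of 5.85 (standard error 0.30, adjusted p = 9.7e-08 from limma's treat test) in the authors' deposited table. Nrcam (Entrez 319504, chromosome 12 from 45429872 to 45702951) had 4.73 (standard error 0.24, adjusted p = 1.15e-07), and Mex3a (Entrez 72640, chromosome 3 from 88336317 to 88345318) had 5.06 (standard error 0.31, adjusted p = 1.12e-06) in the authors' deposited table. The authors' deposited table also gives 4.86 (standard error 0.23, adjusted p = 9.7e-08) for 8430427H17Rik on chromosome 2, whose other symbol is Nol4l, and 4.45 (standard error 0.26, adjusted p = 1.12e-06) for Sept6 on chromosome X, whose symbol the table holds as a date. These 5 genes have the largest t. The 5 repressed genes with the smallest t had log2 fold changes from -7.56 to -2.11. They were Tnik, 4932412D23Rik, Opn5, 2410089E03Rik and Rab4a. Among them, 2410089E03Rik (chromosome 15 from 8119106 to 8221158) lies in a stretch of 32 neighbouring genes on chromosome 15 in which 22 had a negative log2 fold change in the K1-E339K-ER comparison and 28 in the K1-ER comparison. That stretch holds 8 of the 19 repressed genes. Opn5, with a mean expression of -1.11, is among the least expressed genes listed.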

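In the comparison of K1-ER with K1 cells, the re-adjusted p-values of the authors' deposited table left 564 genes activated and 120 repressed at an adjusted p-value under 0.05. The 5 genes with the largest t were Plekho2, Ehbp1l1, Rhpn2, 8430427H17Rik and Hbb-bh1. Plekho2 (Entrez 102595, chromosome 9 from 65402193 to 65427847) had a log2 fold change of 5.01 (standard error 0.24, adjusted p = 5.33e-08 from limma's treat test) in the authors' deposited table. Ehbp1l1 (Entrez 114601, chromosome 19 from 5707376 to 5726317) had 4.59 (standard error 0.22, adjusted p = 5.33e-08), and Rhpn2 (Entrez 52428, chromosome 7 from 36119194 to 36177304) had 6.21 (standard error 0.31, adjusted p = 5.33e-08) in the authors' deposited table. Hbb-bh1, a β-like globin gene on chromosome 7 from 110990150 to 110991678, had 8.69 (standard error 0.49, adjusted p = 6.27e-08) there. The 5 repressed genes with the smallest t were Sc4mol and 4 histone genes on chromosome 13, Hist1h4a, Hist1h4f, Hist1h4i and Hist1h4j. In the authors' deposited table these histone genes had log2 fold changes from -4.48 to -3.85 in this comparison and from -0.14 to 0.18 in the comparison of K1-E339K-ER with K1 cells.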

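The overlap between the genes called in the KLF1-E339K-ER and KLF1-ER comparisons was counted within each direction among the 11364 genes of both tables. Of the genes activated by KLF1-E339K-ER, 115 (47.1%) were also activated by KLF1-ER, where 12.1 would be shared by lists of these sizes drawn at random (odds ratio 21.2, two-sided Fisher's exact test, p = 3.5e-86). Of the repressed genes, 11 were shared, against 0.201 drawn at random (odds ratio 142, Fisher's exact test, p = 8.03e-18). No gene was activated in one comparison and repressed in the other, whereas 30 genes were when the test was rebuilt without a minimum. KLF1-E339K-ER alone activated 129 genes and repressed 8, and KLF1-ER alone activated 449 and repressed 109. The tests describe these lists, since genes are not independent replicates and both comparisons share the K1 libraries. Without a minimum in the test the number of shared genes was 603, the largest of the alternatives, and with Holm's adjustment it was 29, the smallest. The size of the odds ratios moved as well. Between these 2 settings it went from 9.34 to 58.9 for activated genes and from 12.0 to 1891.5 for repressed genes. The value of 1891.5 rests on 2 shared genes.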

A total of 564 genes were significantly upregulated, and 120 genes were significantly down-regulated in response to KLF1 induction with 126 of these genes differentially expressed in both datasets.

**Fig. 5:**
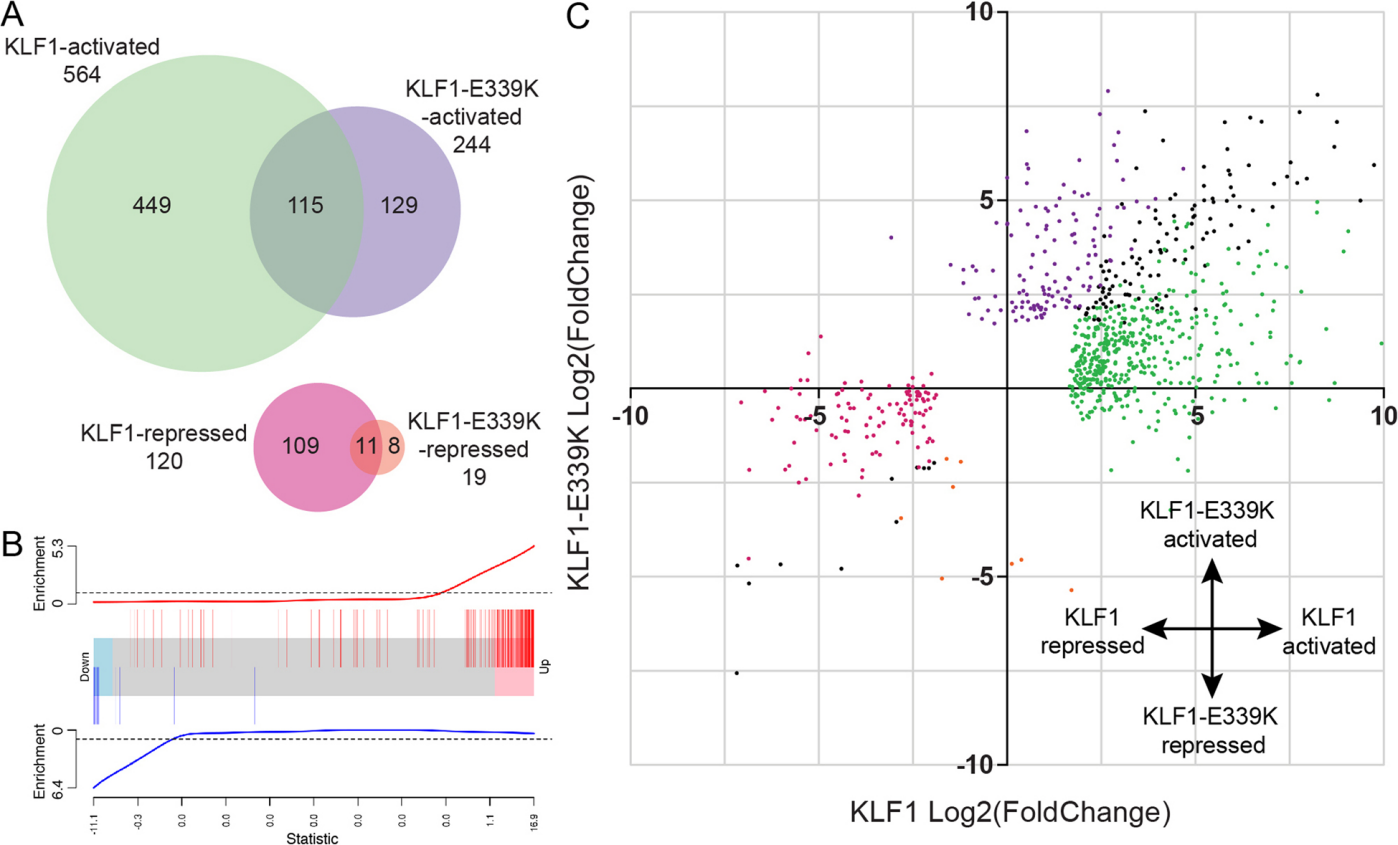
KLF1-E339K-ER causes dysregulation of gene expression via aberrant activation of genes. **a** Venn diagram showing the overlap of differentially expressed genes (DEGs) from K1-ER and K1-E339K-ER 4sU-RNA-seq analysis. **b** Barcode plot demonstrating correlation of differentially expressed genes due to KLF1-E339K-ER (comparison of K1-E339K-ER cells versus K1; FDR < 0.05, Additional file 6: Table S2; red bars: upregulated genes; blue bars: downregulated genes) relative to gene expression changes due to KLF1-ER. Horizontal axis shows moderated t-statistic values for KLF1-ER. Red and blue worms show relative enrichment of up and downregulated genes (ROAST *P*-value < 0.01 for upregulated genes). **c** Scatter-plot of the log_2_ (fold change) of all genes called as significant in either K1-ER or K1-E339K-ER 4sU-RNA-seq analysis. Colors are consistent with those in the Venn diagram (A). Black dots represent genes that are significantly differentially regulated by both TFs

We then used ROAST [39] to compare these gene signatures and found significant enrichment of genes induced by KLF1-E339K-ER in K1-ER cells (*P* < 0.01) (Fig. 5b). 

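ROAST compares a gene list with the values of each library and was not repeated here. Instead, the 244 genes activated by KLF1-E339K-ER were set against 10000 random lists of as many genes matched on mean expression in 10 bins. The median log2 fold change of the 244 genes in the KLF1-ER comparison was 2.47. The random lists had a median of -0.03, and the highest of them reached 0.29, so the list's percentile was 100. In the KLF1-ER comparison 228 of the 244 genes had a log2 fold change above 0 and 184 had one above 1. The percentile stayed at 100 for the 155 genes with an adjusted p-value under 0.01 and for lists drawn without matching or matched on gene length as well, but at the top of its scale it could hardly move and shows no stability. The shared K1 libraries add a common part to both comparisons, which random lists of genes do not remove.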

Direct comparison of the DEG log2-fold-change by both factors highlights they are primarily transcriptional activators and suggests a hypomorphic function for KLF1-E339K-ER (Fig. 5c).To confirm that ectopic transcription (Fig. 5c, purple data points) is a consequence of TF binding, we surveyed the distance to the closest KLF1-ER or KLF1-E339K-ERChIP-seq peak to the nearest TSS of DEGs in K1-ER (Fig. 6a) or K1-E339K-ER (Fig. 6c) RNA-seq, respectively. 

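Of the 564 genes activated by KLF1-ER, 533 (94.5%, 95% Wilson interval 92.3 to 96.1) had a smaller log2 fold change under KLF1-E339K-ER. Their median log2 fold change was 3.26 under KLF1-ER and 1.21 under KLF1-E339K-ER, and 493 of them (87.4%) were above 0 under KLF1-E339K-ER. These genes were chosen by their KLF1-ER values, which favours larger values in that comparison. Among the 115 genes activated in both, 84 (73.0%, interval 64.3 to 80.3) were lower under KLF1-E339K-ER, with medians of 4.07 under KLF1-ER and 3.74 under KLF1-E339K-ER. Among the 244 genes chosen by the KLF1-E339K-ER comparison, 84 (34.4%, interval 28.7 to 40.6) were lower and 160 higher, so the direction depends on the comparison that chose the genes. The difference of the 2 log2 fold changes was therefore tested gene by gene, against a minimum log2 difference of 1, with a standard error that assumes the K1 libraries carry an equal share of the variance. At an adjusted p-value under 0.05, 240 genes were lower and 166 higher under KLF1-E339K-ER. The lower genes include 199 of the 449 genes activated by KLF1-ER alone, and the higher genes include 41 of the 129 activated by KLF1-E339K-ER alone. Among the 115 genes activated in both, 4 passed as lower and 2 as higher. Most of the 166 higher genes were thus not called activated by KLF1-E339K-ER. For the other genes of these classes a difference above this minimum was not shown; without a minimum, 394 of the 449 were lower and 101 of the 129 higher. With no shared part assumed, 74 genes were lower and 39 higher. Without a minimum difference the balance was reversed, with 1852 genes lower and 1974 higher. Ehbp1l1 had a difference of -3.20 (standard error 0.22, adjusted p = 1.78e-05 from the moderated t). Nrcam had a difference of 4.37 (standard error 0.29, adjusted p = 7.68e-06). From the comparison of the log2 fold changes under both proteins, the paper concludes that they are mainly transcriptional activators and proposes a hypomorphic function for KLF1-E339K-ER.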

As a control, the distance to the closest KLF-ER 1 or KLF1-E339K-ERChIP-seq peak for any TSS in the genome was also calculated (Fig. 6b-d). 

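The closest TSS listed for each site in the authors' deposited table was matched to the genes of the 4sU-RNA-seq tables by symbol. A gene counted as bound when it was the closest TSS of a differentially bound site within 10 kb. Of the 244 genes activated by KLF1-E339K-ER, 170 (69.7%) had a KLF1-E339K-ER-favoured site, against 1387 of 11101 genes not called in that comparison (12.5%), an odds ratio of 16.1 (two-sided Fisher's exact test, p = 1.93e-91). Of the 564 genes activated by KLF1-ER, 246 (43.6%) had a KLF1-ER-favoured site, against 655 of 10680 genes not called (6.13%), an odds ratio of 11.8 (Fisher's exact test, p = 1.54e-127). The pairing of sites and genes was also reversed. Genes activated by KLF1-E339K-ER alone had a KLF1-ER-favoured site in 5 of 129 cases (3.88%), against 6.17% of the 10543 genes called in neither comparison (odds ratio 0.614, Fisher's exact test, p = 0.357). Genes activated by KLF1-ER alone had a KLF1-E339K-ER-favoured site in 124 of 449 cases (27.6%), against 11.9% of the genes called in neither (odds ratio 2.82, Fisher's exact test, p = 1.87e-18). Of the 128 genes repressed in either comparison, 6 (4.69%) had a KLF1-E339K-ER-favoured site and 1 (0.781%) a KLF1-ER-favoured site. The setting that moved the first odds ratio most was a window of 1 kb, which gave 11.6, and stratification by mean expression in 5 bins gave 20.4. Mex3a, activated by KLF1-E339K-ER alone, had a site on chromosome 3 from 88336286 to 88336836, over its coding exon, with a concentration of 7.06 for mutant and 0.50 for wild type in the authors' deposited table (FDR = 2.67e-13). Nr2f1, also activated by KLF1-E339K-ER alone, had a site on chromosome 13 from 78339677 to 78340075 listed at 7.25 for mutant and 2.37 for wild type in the authors' deposited table (FDR = 3.43e-22). Its log2 fold change there is 3.22 under KLF1-E339K-ER and 0.64 under KLF1-ER, a difference of 2.59 (standard error 0.25, adjusted p = 0.000828 from the moderated t). Another site within 10 kb of the Nr2f1 TSS, on chromosome 13 from 78342688 to 78343107, favours KLF1-ER in the authors' deposited table (Fold 1.04, FDR = 0.0122). Of the genes activated by KLF1-E339K-ER alone, 40 (31.0%) had neither kind of site within 10 kb. From the enrichment of sites near DEGs relative to genes that are not regulated, the paper reasons that both proteins act directly on nearby genes.

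**Figure D1:**
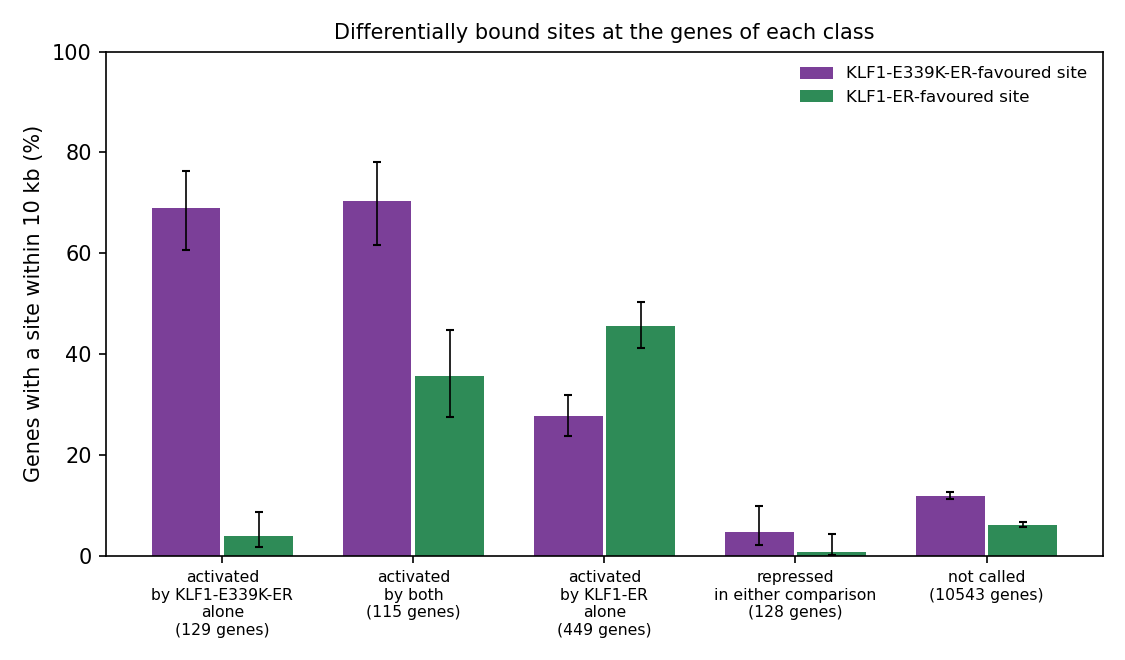
Percent of the genes of each class that are the closest TSS of a KLF1-E339K-ER-favoured or a KLF1-ER-favoured site within 10 kb, with 95% Wilson intervals as error bars. KLF1-E339K-ER-favoured sites reach 69.0% of the genes activated by KLF1-E339K-ER alone and 70.4% of those activated by both, and KLF1-ER-favoured sites reach 45.7% of the genes activated by KLF1-ER alone.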

ChIP-seq peaks were markedly enriched within 10 kb of the TSS of DEGs for both KLF1 and KLF1-E339K compared to the TSS of non-regulated genes indicating that both KLF1 and KLF1-E339K directly activate local gene expression.

**Fig. 6:**
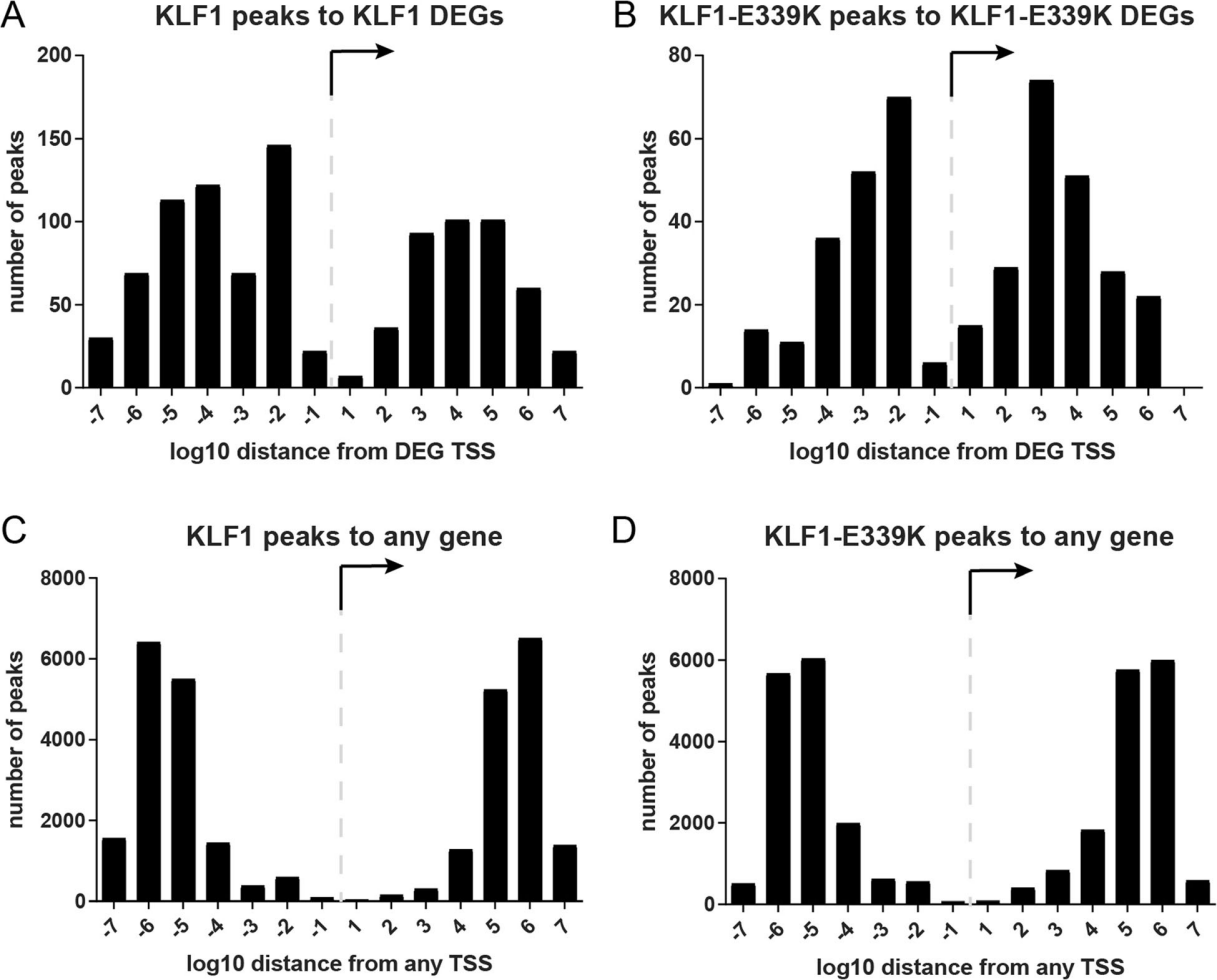
Aberrant transcription is a direct result of KLF1-E339K-ER binding. **a** Graph of the number of KLF1-ER ChIP-peaks versus distance (log_10_ nt) and direction from the TSS of K1-ER DEGs.**b** Graph of the number of KLF1-ER ChIP-peaks versus distance (log_10_ nt) and direction from the TSS of all genes within the genome. **c** Graph of the number of KLF-E339K-ER versus distance (log_10_ nt) and direction from the TSS of K1-E339K-ER DEGs. **d** Graph of the number of KLF1-E339K-ER peaks versus distance (log_10_ nt) and direction from the TSS of all genes within the genome

Finally to explore the pathways that are affected by ectopic expression we analyzed the KLF1-E339K-ER DEGs using a gene set analysis toolkit (webgestalt) [40]. 

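The spread over the genome of the 129 genes activated by KLF1-E339K-ER alone was tested chromosome by chromosome against the other genes listed. No chromosome held more or fewer of them at an adjusted p-value under 0.05 (two-sided Fisher's exact tests, smallest adjusted p = 0.153), and 2 chromosomes had an unadjusted p-value under 0.05. These were chromosome 3, with 13 of 527 genes (odds ratio 2.34, Fisher's exact test, p = 0.00892), and chromosome 19, with 0 of 403 genes (p = 0.0153). With all KLF1-E339K-ER DEGs in place of these genes, the smallest adjusted p-value was 0.0517, and 6 chromosomes had an unadjusted p-value under 0.05. Enrichment of gene ontology terms and pathways was not analysed here.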

Interestingly, gene ontology (GO) analysis of uniquely KLF1-E339K-ER activated genes revealed no enrichment for erythroid processes or pathways (KEGG), supporting the notion that KLF1-E339K-ER aberrantly activates genes randomly throughout the genome (Additional file 4: Figure S4). The top 5 significant pathways identified by this analysis were: Aldosterone-regulated sodium reabsorption (renin-angiotensin-aldosterone system in the adrenal cortex), EGFR tyrosine kinase inhibitor resistance (acquisition of resistance in non-small-cell lung cancer), TGF-beta signaling pathway (cell growth, differentiation and apoptosis), Relaxin signaling pathway (hormone released in the birth canal before delivery) and colorectal cancer. These pathways are functionally distinct to each other, are involved in separate tissues, and in combination, likely lead to the cell death observed in K1-E339K-ER cells due to derailment of the normal erythroid transcriptional program.

### KLF1-E339K-ER and KLF1-E339D-ER exhibit distinct binding specificity and target genes

Although both humans with CDA IV and *Nan* mice display dominant hemolysis, the change in DNA-binding specificity for the E > K and E > D variants [24] in KLF1-ER are very different. To evaluate this further, we determined the overlap of peaks from KLF1-ER, KLF1-E339K-ER and KLF1-E339D-ER [24] ChIP-seq data sets using DiffBind (Fig. 7a). Only 193 from > 7000 combined sites are occupied by all three versions of KLF1-ER. There is also minimal overlap between KLF1-E339D-ER and KLF1-E339K-ER -occupied sites (312 of > 5000 total sites) consistent with the different binding specificities of the two proteins.

**Fig. 7:**
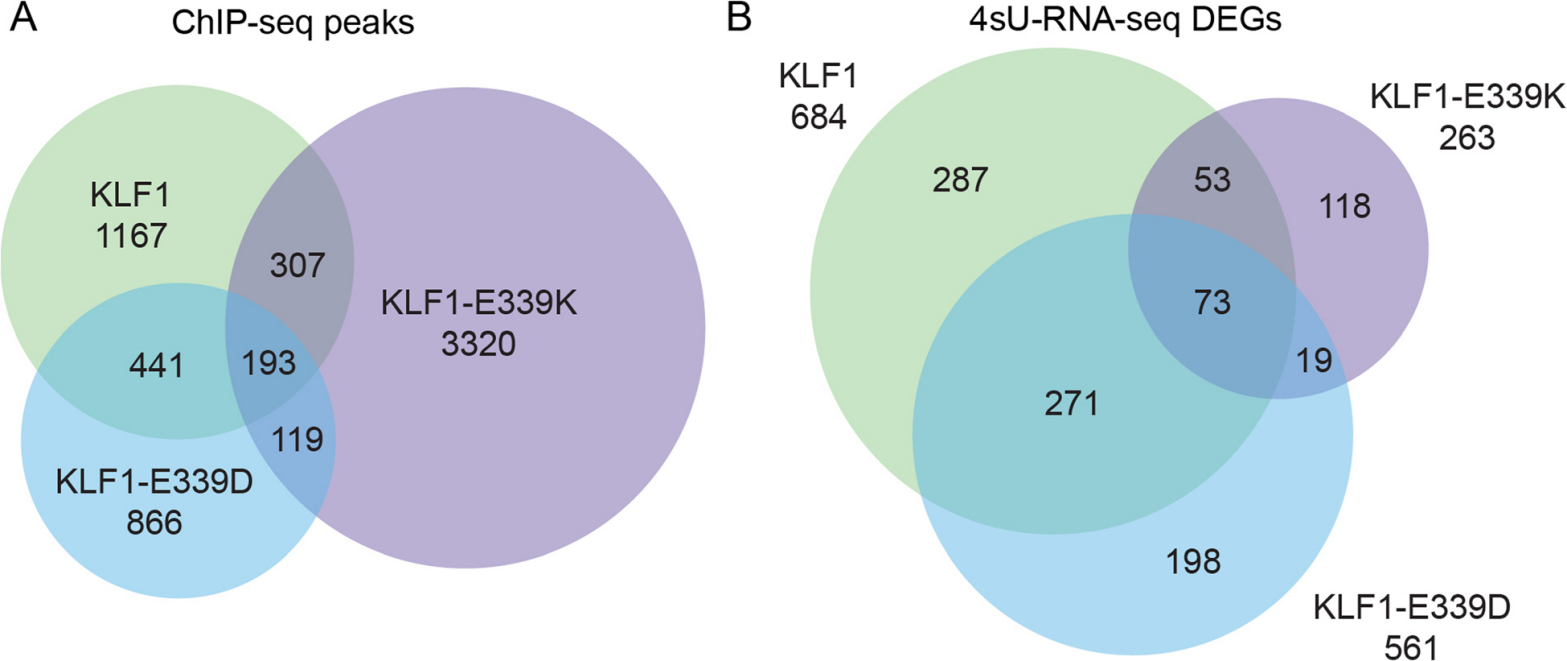
KLF1-E339K-ER and KLF1-E339D-ER bind different sites in the genome to regulate different sets of genes. **a** Proportional Venn diagram of ChIP-seq peak overlaps between wildtype KLF1-ER, KLF1-E339K-ER and KLF1-E339D-ER. Peaks are considered shared if the peak summits are within 250 bp of each other. **b** Proportional Venn diagram of DEGS in response to wildtype KLF1-ER, KLF1-E339K-ER or KLF1-E339D-ER induction

We also determined whether there was any differential gene expression in the same cell system between the three groups (Fig. 7b). Once again, there was little overlap between either activated or the repressed gene sets for each version of KLF1-ER. This strongly suggests the function of the two mutant versions of KLF1 are distinct. Thus, we suggest the similar biological consequence of hemolysis is most likely due to the combination of expression of many genes and proteins which together add up to a toxic mixture rather than a few specific ones.

## Discussion

CDA IV (OMIM: 613673) is a dominantly inherited anemia caused by a point mutation in the second zinc finger of KLF1 (c.973G > A; p.E325K) [16]. The dominant nature of this mutation sets it apart from all other human *KLF1* mutations described to date [3], but it is similar to the dominant murine *Nan* mutation in many respects [20, 25]. Previous work did not explain the dominant phenotype but has shown the E > K variant leads to reduced DNA binding to the β-globin promoter [33]. We confirmed this result but also showed for the first time the E > K (CDA IV) mutation results in an altered DNA-binding specificity. This results in less binding at important canonical target sites such as the *β-glob*in gene promoter, *Alas2* and *E2f2* enhancers, but also aberrant binding to new sites resulting in transcriptional activation of non-erythroid genes. Thus, the CDA mutation (KLF1-E339K) is similar to the *Nan* mutation (KLF1-E339D), exhibiting both a hypomorphic and neomorphic function.

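The β-globin promoter, the Alas2 enhancer and the E2f2 enhancer were looked up among the consensus sites. At the β-globin gene Hbb-b1 (chromosome 7 from 110975048 to 110976610 on the minus strand), the motif AGGGTGTGG, with T at position 5 counted from the 5′ end of the G-rich strand, lies from 110976527 to 110976535. It sits 79 bp inside the annotated 5′ end of the gene, in the sequence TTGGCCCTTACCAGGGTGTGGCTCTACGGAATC. The consensus site closest to the annotated 5′ end of Hbb-b1 was 15158 bp away, near Hbb-bh1, and favoured KLF1-E339K-ER (Fold -2.65, FDR = 2.38e-08 in the authors' deposited table). The authors excluded multi-mapped reads, and Hbb-b1 has a close paralog. Farther upstream, beyond Hbb-y, a site on chromosome 7 from 111009520 to 111009830 favoured KLF1-ER, with a concentration of 5.45 for wild type and 0.39 for mutant in the authors' deposited table (FDR = 2.93e-09). The Alas2 site (chromosome X from 146984184 to 146984495, in an intron) holds AGGGCGTGG from 146984336 to 146984344, in the sequence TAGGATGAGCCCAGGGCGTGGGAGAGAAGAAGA, 1 bp from its midpoint. Its concentration was 5.02 for wild type and 3.94 for mutant in the authors' deposited table (Fold 1.08, p = 0.0127, FDR = 0.014), which no longer passed at an adjusted p-value under 0.01. The 4 sites at E2f2 differed in direction. A site in an intron on chromosome 4 from 135733469 to 135733841 favoured KLF1-ER, with 5.65 for wild type and 4.27 for mutant in the authors' deposited table (Fold 1.38, FDR = 0.000969). The sites from 135730584 to 135731057 and from 135736944 to 135737565 favoured KLF1-E339K-ER, with Folds of -0.66 (FDR = 0.00821) and -0.93 (FDR = 0.00273) in the authors' deposited table. The site from 135733847 to 135734193 did not pass (Fold -0.33, FDR = 0.129). In 4sU-RNA, the log2 fold change of Hbb-b1 was 2.56 under KLF1-ER (adjusted p = 0.00689 from limma's treat test) and 0.73 under KLF1-E339K-ER in the authors' deposited tables. The difference was -1.84 (standard error 0.36), which did not pass the test against a minimum log2 difference of 1 (adjusted p = 0.258 from the moderated t). Alas2 had 3.61 under KLF1-ER and 1.57 under KLF1-E339K-ER there, a difference of -2.03 (standard error 0.32, adjusted p = 0.067). For E2f2 the authors' deposited tables give 2.98 under KLF1-ER and 1.27 under KLF1-E339K-ER, a difference of -1.70 (standard error 0.21, adjusted p = 0.0606). With that minimum in the test, a gene that did not pass is not shown to be equal under both proteins. Of the other globin genes, Hbb-y (difference -2.09, standard error 0.32, adjusted p = 0.0495 from the moderated t) and Hba-x (-8.74, standard error 1.98, adjusted p = 0.0267) passed. Hba-a1, Hba-a2, Hbb-bh1 and Hbb-bh2 did not. Hba-x was little expressed, with a mean expression of 0.66, and its difference is imprecise. The calls for Hbb-y and Hba-x rest on the assumed share of the K1 libraries.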

Nucleotide analysis of in vivo occupied sites and in vitro affinity assays revealed KLF1-E339K prefers sequences containing a guanine at the central position on the G-rich strand rather than a pyrimidine (T or C). This nucleotide is directly contacted by + 3 amino acid in ZF2, which is highly conserved across all KLF and SP family members. 

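The base at position 5, counted from the 5′ end of the G-rich strand, was read at sites with a single match to NGGGNGKGG within 50 bp of the midpoint. Among 901 such KLF1-E339K-ER-favoured sites, 379 (42.1%) had adenine, 245 (27.2%) guanine, 153 (17.0%) thymine and 124 (13.8%) cytosine. Among 588 such KLF1-ER-favoured sites, 318 (54.1%) had cytosine, 184 (31.3%) thymine, 74 (12.6%) adenine and 12 (2.04%) guanine. In windows 200 to 300 bp from the midpoint of the KLF1-E339K-ER-favoured sites, 607 had a single match, 38.9% of them with adenine and 9.56% with guanine. Over all matches at the centre, with overlapping matches in runs of guanine counted separately, 2907 had guanine (8.23 per kb) and 920 had adenine (2.60 per kb). With each of the 3498 sites counted once per base, chosen after seeing the data, 1021 (29.2%) had guanine and 746 (21.3%) adenine at the centre, against 344 (9.83%) and 436 (12.5%) in the windows away from it, which are 2 per site. The density of all matches at the centre was 7.29 times that in the windows away from it for guanine and 3.46 times for adenine. The ranking of these bases by count thus depends on whether the 1005 sites with several matches are counted. The single-match rule kept 245 of the 1021 sites with guanine and 379 of the 746 with adenine, so it removed guanine sites more often. Among the single-match sites, the median mutant concentration was 5.21 at the 245 with guanine and 5.22 at the 379 with adenine (two-sided permutation test with 100000 permutations, p = 0.89). The sites with several matches were not in this test.

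**Figure D2:**
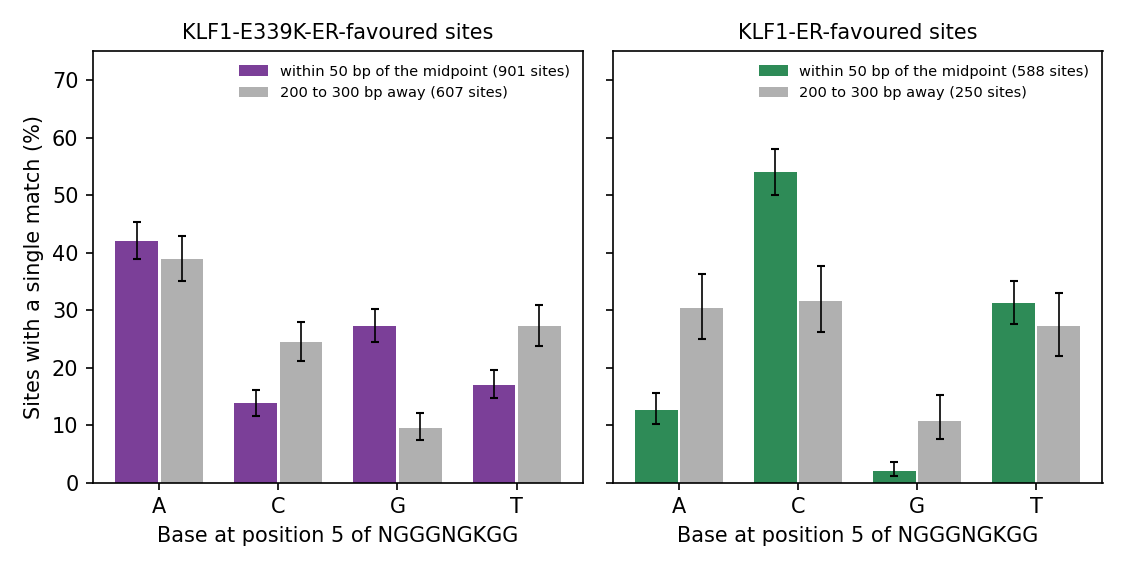
Percent of sites with a single NGGGNGKGG match that carry each base at position 5, in KLF1-E339K-ER-favoured (left) and KLF1-ER-favoured (right) sites, within 50 bp of the midpoint (coloured) and 200 to 300 bp away (grey). Error bars show 95% Wilson intervals. Guanine is 27.2% at the centre of KLF1-E339K-ER-favoured sites and 9.56% in the windows away from it. The single-match rule removes a larger part of the guanine sites than of the adenine sites.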

The substitution of a polar (negative) sidechain for a larger, polar (positive) sidechain appears to result in a switched nucleotide preference at the central position from a pyrimidine to guanine. This is consistent with our understanding of the physical interactions between the + 3 amino acid in ZF2 of KLF/SP proteins and the DNA motif they are known to recognize [19, 34].

This work highlights the importance of the use of genomic techniques such as ChIP-seq to understand complex diseases caused by missense mutations in DNA-binding domains of TFs. We suggest this scenario is far more common than currently appreciated and not limited to TFs of the zinc finger class. There are reports of missense mutations in other DNA-contacting amino acids in ZF1 of KLF1 [3]. In fact, the A298P mutation (at + 6 in finger 1) is quite common in certain populations [10, 41]. Heterozygotes for this mutation have a mild phenotype but compound heterozygotes (with a co-inherited null allele) have severe hemolysis [10]. It is reasonable to conclude that the A289P mutation might also have a neomorphic DNA-binding function with transcriptome consequences. We predict a change in DNA-binding specificity for A298P in ZF1 which is different again from both E339K and E339D mutations in ZF2. Interestingly, there is also a dominant mutation in murine *Klf3* at the + 3 position in ZF1 (H275R) which was discovered in an ENU-generated mouse with congenital heart disease (CHD) [42]. Since *Klf3*^+/−^ mice have no overt CHD, we suggest the H275R mutation is also likely to lead to aberrant DNA-binding and transcriptome consequences that are toxic to muscle or endothelial cells in the heart.

Based on our combined in vivo and in vitro data, it is likely that CDA IV is caused by a general dysregulation of gene expression in developing erythrocytes that derails differentiation and induces hemolysis. While KLF1-E325K is likely to be hypomorphic with respect to some known KLF1 target genes such as CD44 and ICAM4, this study highlights that it is also likely to be neomorphic with respect to additional non-erythroid genes. In this study have employed a murine system due to the lack of available *KLF1*^−/−^ human erythroid cell lines, so the precise identity of dysregulated genes in human CDA IV cells cannot be discovered. However, we propose the observed neomorphic functionalization of KLF1-E339K underpins the molecular mechanism of disease in CDA IV.

## Conclusions

This work provides insight into the dominant molecular mechanism of Congenital Dyserythropoietic Anemia Type IV (CDA IV) which is caused by a point mutation (E325K) in the DNA-binding domain of KLF1. We found this mutation alters the DNA binding specificity KLF1 and this leads to aberrant binding in vivo at a few thousand sites scattered across the genome. While many of these binding events have no consequence, a significant number (~ 5%) lead to dysregulation of nearby gene expression. 

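Of the 3498 KLF1-E339K-ER-favoured sites, 332 (9.49%, 95% Wilson interval 8.56 to 10.5) had as their closest TSS, within 10 kb, a gene called in the KLF1-E339K-ER comparison. These sites belong to 170 genes. For 2070 of the 3498 sites the closest TSS within 10 kb was a gene listed in the expression tables at all. With the window narrowed to 1 kb the share was 4.80% (interval 4.14 to 5.56), the alternative that moved it most. A site near a called gene is not shown to act on it by this count.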

We show that the effects of this mutation are distinct from those observed from mutation of an equivalent residue in mice (E339D), which is consistent with the different in vitro DNA-binding specificities of the two variants. Since all KLF/SP family proteins bind DNA in an identical fashion, and many other more distantly related C2H2 transcription factors bind DNA in a similar fashion, these results may be generally applicable to mutations in all family members. Importantly, they explain how certain mutations in the DNA-binding domain of sequence specific transcription factors can generate neomorphic functions that result in autosomal dominant disease.

## Methods

### Generation of cell lines

K1 cells, previously known as B1 cells, were previously generated in our laboratory from *Klf1*^−/−^ fetal liver cells [27]. The KLF1-E339K open reading frame was cloned in frame with ERα into MSCV-IRES-GFP, generating the plasmid MSCV-KLF1-E339K-IRES-GFP. The plasmid was transfected into GP + E86 cells to generate a stable retrovirus producing clone. K1 cells were infected and sorted for GFP+ by FACS. K1-ER cells which express wild type KLF1-ER were generated in the same way [24]. 4-OHT induced nuclear translocation of the transgenes was confirmed by western blotting using a mouse monoclonal antibody raised against ERα (ThermoScientific).

### Chromatin immunoprecipitation and sequencing (ChIP-seq)

K1-E339K-ER cell lines were incubated in 200 nM 4-OHT (or ethanol vehicle control) for 3 h prior to crosslinking with 0.4% formaldehyde. KLF1-E339K-ER ChIP was performed using a mouse monoclonal antibody against ERα (ThermoScientific, ss-315-P) 3 hours post-induction with 4-OHT as previously described [24]. Enrichment of specific target sites in ChIPed DNA was validated by qPCR. Samples were pooled and used to generate Ion Xpress™ Plus fragment libraries and sequenced on the Ion Proton platform. Reads were mapped to the mouse genome (mm9) using TMAP [43]; duplicate reads and multi-mapped reads were excluded. Peaks were called using MACS2 [29] and GEM [30]. We used EaSeq to plot read densities of ChIP-seq data [44] and DiffBind [31] to analyze to examine differential enrichment between peaksets.

### 4sU-RNA isolation and sequencing (4sU-RNA-seq)

4sU-RNA-seq was performed as previously described [24]. Three clonally independent lines of K1 and K1-E339K-ER cells were incubated with 200 nM 4-OHT (or ethanol control) and 500 mM 4sU for 1 h. 4sU-labeled RNA was isolated as previously described [24, 36]. Enrichment for primary transcripts was validated by RT-PCR.4sU-labeled RNA was used to generate Ion Xpress™ Plus fragment libraries and sequenced on the Ion Proton platform. Reads were mapped to the mouse genome (mm9) using Tophat2 [45] and TMAP [43]. Reads were further filtered to remove reads with low mapping quality (> 30). Significantly differentially regulated genes (DEGs) were determined using the R package: Limma-Voom [38].

### Recombinant protein purification

KLF1-E339K zinc fingers together with the nuclear localization signal (residues 261–376) were cloned into pGEX-6P1 using *BamHI* and *EcoRI* restriction enzymes, after amplification from MSCV-CDA-KLF1-IRES-GFP (see above). GST-KLF1-zf and GST-KLF1-E339K-zf proteins were expressed and purified as previously described [24] with minor deviations. Rosetta (DE3) *E. coli* transformed with plasmids were induced with 0.4 mM isopropyl β-D-1-thiogalactopyranoside (IPTG) and 1 μM ZnCl_2_ (to assist in protein folding) then maintained at 37 °C for 3 h before collection. Cell pellets were resuspended in cold lysis buffer (50 mM Tris-HCl pH 7.4, 150 mM NaCl, 5 mM EDTA, 50 μM ZnCl_2,_) and lysed with lysozyme in 10% NP-40, 1 mM DTT, 0.2 mM PMSF and cθmplete protease inhibitor cocktail (Roche). Cell lysates were sonicated and the insoluble fraction was pelleted and discarded. GST-KLF1-zf protein was purified using glutathione-sepharose beads (GE Healthcare) and non-specifically bound protein was removed with a wash buffer (50 mM Tris-HCl pH 7.4, 500 mM NaCl, 100 μM ZnCl_2_, 10% NP-40, 0.2 mM PMSF and cθmplete protease inhibitor cocktail). Recombinant protein purity and quantity was determined by Coomassie-stainedSDS-PAGE with protein size standards of known quantity.

### EMSA

Electromobility shift assays were performed as previously described with some modification [46]. Binding of GST-KLF1-zf and GST-KLF1-E339K-zf were tested against 2 nM FAM labelled probes representing the binding site of the *Alas2* gene enhancer region (3′-GAGCCC**AGGGCGTGG**GAGAGA-FAM) and the same probe with variants at the fifth position of the CACC motif (3′-GAGCCC**AGGGAGTGG**GAGAGA-FAM, 3′-GAGCCC**AGGGTGTGG**GAGAGA-FAM, 3′-GAGCCC**AGGGGGTGG**GAGAGA-FAM). Gels were scanned on a Typhoon Trio Variable Mode Imager System (GE Healthcare) and band density (free and bound) was determined by ImageQuant (GE Healthcare). To calculate the binding affinity constant (K_D_), the [probe] was kept constant and the [protein] was altered in different reactions. The [protein] at which 50% is bound represents the K_D_. Curves were fit individually using Specific Binding with Hill Slope. Averaged KD and its standard error are reported.

### Software

Statistics analysis was performed with GraphPad Prism version 6.04 for Windows, GraphPad Software, La Jolla California USA, www.graphpad.com. Alignments of human and mouse KLF1 proteins was performed using the program Geneious version R7 [47]. Density plots of aligned reads were generated using EaSeq [44], available from: http://easeq.net. Proportional Venn Diagrams were produced using EulerAPE [48]. Modeling of protein-DNA structures was carried out in UCSF ChimeraX [49]. Structures of the second zinc finger of KLF4 bound to the central DNA triplet of the G-rich strand were modelled initially based on structures of KLF1 bound to DNA [34, 35]. Mutations were introduced and structures then optimized using the *swapaa*, *tug* and *minimize* functions within the OpenMM dynamics environment. Structural images were then prepared in ChimeraX.

## Additional files

Additional file 1: **Figure S1**. Inducible cell lines to study human CDA type IV. Full length western blot of nuclear extracts from cell lines generated in this study as shown in Fig. 1b. The blot shows presence of KLF1-ER in the nucleus after induction of 4-OHT (+) in a K1-ER cell line and 3 independent clones of the K1-E339K-ER cell line. (JPG 645 kb)

Additional file 2: **Figure S2**. Central enrichment of identified PWM. CentriMo analysis of PWM (motif) identified by MEME is found closest to the summit of ChIP-seq peaks for KLF1-E339K-ER (A) and KLF1-ER (B). (JPG 302 kb)

Additional file 3: **Figure S3**. 4sU-labeled RNA Enrichment. Validation by qRT-PCR of 4sU-RNA isolation from total RNA. Samples used for RNA-seq analysis were validated for enrichment of primary transcript (4sU-labeled) relative to mature *Hprt* (A) and *E2f2* (B) transcripts. (JPG 305 kb)

Additional file 4: **Figure S4**. Gene Set Analysis of KLF1-E339K-ER DEGs. Gene signatures from the analysis of K1-E339K-ER cells versus K1 were tested using the gene set analysis toolkit on the KEGG pathway using Entrez IDs (Additional file 6: Table S2). Significant enrichment (FDR < 0.05) of a number of distinct is pathways shown with enrichment ratio. (JPG 250 kb)

Additional file 5: **Table S1**. Comparison of KLF1-E339K-ER and KLF1-ERChIP-seq peaks. 

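The list holds the consensus sites with the values that DiffBind reports. Conc is the log2 of the mean normalized read count over both proteins, and Conc_Wildtype and Conc_Mutant are the same for each protein. Fold is their difference, so a site more enriched with KLF1-E339K-ER has a negative Fold. In the deposited form of this comparison, 3670 different names appear as the closest TSS, and 3005 of them are found among the genes of the expression tables.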

Annotated list of all consensus peaks from differential binding analysis. Closest TSS to each peak is called as well as closest up- and down-regulated gene from RNA-seq analysis.

Additional file 6: **Table S2**. K1-E339K-ER4sU-RNA-seq DEGs. Gene expression changes following activation of KLF1-E339K-ER compared to K1 (*Klf1*^*−/−*^) cells. Differentially Expressed Genes (DEGs) using a false discovery rate (FDR) of 0.05 with the treat method employing a minimum log-fold-change of 2. 

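The treat method of limma asks whether a log2 fold change is larger in size than a minimum, so a gene can differ from 0 and still not pass. From the values of the authors' deposited tables, the minimum in use was 1 on the log2 scale, which is a 2-fold change. Rebuilt from the same t and p with a minimum of 2 on the log2 scale, a 4-fold change, the K1-ER comparison held 201 activated and 20 repressed genes.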

(XLSX 1979 kb)

## Data Availability

The datasets generated and/or analyzed during the current study are available in the Gene Expression Omnibus (GEO) under the identifiers GSE92620 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE92620], GSE98801 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE98801] and GSE71396 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE71396].

## Abbreviations

4-OHT: 4-hydroxytamoxifen
4sU: 4-Thiouridine
CDA IV: Congenital Dyserythropoietic Anemia type IV
CHD: congenital heart disease
DEG: Differentially expressed gene
E: Embryonic day
EMSA: Electromobility shift assay
ER: Estrogen Receptor
ER™: tamoxifen-inducible estrogen receptor,
FBE: full blood examination
GO: gene ontology
GWAS: Genome-wide association study
K_D_: binding affinity
KLF1: Krüppel-like factor 1,
MCV: mean corpuscular volume
*Nan*: neonatal anemia mouse model
PWM: Position weighted matrix
TF: transcription factor
zf: zinc finger domain
ZF2: second zinc finger

How the deposited data were processed for this re-analysis (not part of the article)

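K1 cells are a Klf1-deficient mouse fetal liver line, K1-ER cells carry wild type KLF1 fused to an estrogen receptor domain, and K1-E339K-ER cells carry the mutant in the same form. By the study labels, 3 libraries of K1 and 3 of K1-E339K-ER cells were made from 4sU-labeled RNA, and 1 ChIP and 1 input library from K1-E339K-ER cells. The labels give 200 nM 4-OHT for all of these except 1 K1 library, labelled as ethanol. No sample could be dropped or regrouped, since each of the 3 deposited tables holds a comparison that the authors had already fitted.

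The authors mapped Ion Proton reads to mm9 with Tophat2 and TMAP for RNA and with TMAP for ChIP, and removed reads of low mapping quality (RNA) or duplicate and multi-mapped reads (ChIP). In the 2 gene tables the authors report log2 values: the mean expression as voom's log2 CPM and the log2 fold change between the 2 groups compared. The third column of these tables is a score, the moderated t of limma's treat method as the authors computed it. Each p-value in the gene tables is the authors' treat p-value, with its Benjamini-Hochberg adjustment. In the site table the authors report DiffBind's log2 concentrations and their difference, wild type minus mutant, with DiffBind's p-value and FDR. Lengths, positions and distances to the closest TSS are in base pairs, as deposited. The paper's text does not name versions for limma and DiffBind, the counting tool or the gene annotation.

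The authors' p-values were adjusted again with the Benjamini-Hochberg method over all genes or sites of a table, with a threshold of 0.05. Genes were paired between tables by length, mean expression and Entrez identifier. The treat minimum of 1 was read from the values, since t is 0 below it. The degrees of freedom were solved from t and p, and the standard errors were then solved from t for genes with a log2 fold change above 1 in size, and from p for the others. No standard error could be solved for 5 genes in the K1-E339K-ER comparison and 1 gene in the K1-ER comparison. With them, the treat test was rebuilt with other minimums, and the difference between the 2 comparisons was tested with a minimum log2 difference of 1. The variance of that difference was taken as 0.5 times the sum of both variances, which assumes that the shared K1 libraries carry an equal share of each.

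A gene was bound when it was the closest TSS, as the site table gives it, of a differentially bound site within 10 kb. Overlaps and shares were tested with two-sided Fisher's exact tests, and stratified odds ratios are Mantel-Haenszel estimates over 5 bins. Intervals of shares are 95% Wilson intervals. Gene lists were compared with 10000 random lists matched on mean expression in 10 bins, and medians with 100000 permutations. Motif matches were searched within 50 bp of each site's midpoint in the NCBIM37 sequence, and gene positions were taken from GENCODE release M1. For 10534 of the 11364 genes (92.7%) a position was found. Genes and sites are not independent replicates, so these tests describe the listed genes and sites.

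The depth of each library is unknown, because the tables hold no counts, so no error between replicates and no smallest detectable share can be given. The precision of a gene's log2 fold change is its rebuilt standard error, with a median of 0.26 on the log2 scale for K1-E339K-ER and 0.31 for K1-ER.

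Genes and sites are named by a rule set before the data were examined. It takes each mouse gene the paper names as a target or control, the 5 genes with the largest and the 5 with the smallest t among those past the threshold in each comparison, and the 5 genes with the largest t among those activated by KLF1-E339K-ER alone with a KLF1-E339K-ER-favoured site within 10 kb. It takes the 3 sites with the smallest p-value in each direction, and the sites whose closest TSS is a gene the paper names or one of those last 5 genes. Names outside the rule are marked where they appear.

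The procedure was tested on simulated data of 11364 genes with 200 genes made to differ by 4 on the log2 scale between the comparisons. The standard error was recovered within 0.01 for 93.2% of genes. The test of the difference found 72.5% of the 200 genes and called 0 of the 11164 others. Those others were not simulated to differ and were tested against a minimum difference. A count near 0 was therefore largely fixed beforehand and says little about false calls. The simulation gave no result for other shares of the K1 libraries, so it does not check the share assumed in that test. Of 100 genes simulated as activated, 67.0% were found. A planted odds ratio of 21 came back as 22.3, and the base at position 5 was read rightly in 100% of 500 planted motifs. Each motif was planted alone in a sequence of A and T, so sites with several matches were not tested.

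The alternatives were other minimums of the test, adjusted p-values under 0.01, Holm's adjustment, filters on mean expression or concentration, other windows around TSS and midpoints, a minimum of 4-fold between sites, other ways to draw or stratify genes, and other shares of the K1 libraries. Gene ontology, pathway analysis, ROAST and the comparison with KLF1-E339D-ER were left out, because the gene sets, the values per library or the KLF1-E339D-ER values they need were not analysed here. De novo motif discovery was not run; the search was limited to the 2 motifs that the paper names. Calculations were done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9.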

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

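The test that sets the proximal genes of chromosome 15 against other stretches of genes, the test of binding near them, the comparison of binding near genes that differ and the test of their spread over chromosomes were chosen only after the patterns were seen.

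The 2 comparisons differed from each other gene by gene: 166 genes were higher and 240 lower under KLF1-E339K-ER than under KLF1-ER, by a test of the difference itself. At an unadjusted p-value under 0.05 the numbers were 509 and 609. Binding near the gene was weighed as the biological explanation. The genes higher under KLF1-E339K-ER had a KLF1-E339K-ER-favoured site within 10 kb in 27.7% of cases and the lower genes in 15.8% (odds ratio 2.04, two-sided Fisher's exact test, p = 0.0042). For KLF1-ER-favoured sites the shares were 1.2% and 53.3% (odds ratio 0.0107, Fisher's exact test, p = 5.22e-35). Of the higher genes, 71.7% had neither kind of site. A copy-number or clonal difference between the sublines predicts that the genes gather on single chromosomes, and they did: the smallest adjusted p-value over chromosomes was 0.000196, for chromosome 13, which held 20 of the higher genes, 13 of them histone genes of a single stretch. Of the lower genes, 19 lay on chromosome 15 and 24 on chromosome 9 (adjusted p = 0.0378 for both) and 33 on chromosome 11 (adjusted p = 0.0472), each more than its share. Without histone genes, chosen for removal after seeing the higher genes of chromosome 13, that chromosome held 7 higher genes among 412 (adjusted p = 0.596), whereas chromosome X still passed (adjusted p = 0.000322). Gene length was weighed too. The lower genes had a median length of 11884.5 bp, at percentile 0 of 10000 lists matched on mean expression, whose median was 19955.2 bp. The higher genes, at percentile 82.9, did not stand apart. Gene length does not predict the difference in binding. A copy-number difference may change the ChIP reads of a region together with its expression, so the binding cannot set it aside. KLF1-ER-favoured sites lay near 53.3% of the lower genes and 6.17% of the genes called in neither comparison. The lower genes were also set against genes called in neither comparison and not differing, a test chosen after seeing the data. The odds ratio was 17.5 (two-sided Fisher's exact test, p = 5.44e-84) and 18.0 when stratified by gene length. KLF1-E339K-ER-favoured sites lay near 27.7% of the higher genes and 11.9% of the genes called in neither comparison, a contrast that was not tested. Binding nearby may therefore account for a part of the lower genes and a part of the higher genes. Clonal differences were not ruled out for the genes with a site, nor for the 39.2% of lower genes and 71.7% of higher genes with neither kind. Gene length was not ruled out for the lower genes with neither kind of site. The K1-ER libraries come from earlier work, so a difference between library batches was not tested and would appear in the same genes.

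In data the paper does not discuss, a stretch of 32 neighbouring genes on chromosome 15, from C7 to Ank (4938762 to 27524664; these names mark its ends and were chosen after their values were seen), was lower in both comparisons. Its median log2 fold change was -1.36 under KLF1-ER and -1.53 under KLF1-E339K-ER. The stretch was found from the KLF1-ER comparison alone. Of blocks of as many neighbouring genes elsewhere, 100% had a higher median in the KLF1-E339K-ER comparison (8390 blocks, which overlap each other). It holds 8 of the 19 genes repressed by KLF1-E339K-ER and 5 of the 11 repressed in both comparisons. A copy-number or clonal difference of the K1 cells, whose libraries both comparisons share, is a candidate explanation, since it would lower the same genes in both comparisons. Repression by bound protein predicts more sites near these genes, but 21.9% of them and 20.9% of the other genes were the closest TSS of a differentially bound site within 10 kb (odds ratio 1.06, two-sided Fisher's exact test, p = 0.83). Gene length predicts a like shift elsewhere. Genes of the same lengths outside the stretch had a median of -0.21 in the KLF1-ER comparison, slightly beyond the margin of 0.2 set for no shift and far from -1.36. How to read a value between the 2 was settled only after seeing it, as undecided, so gene length cannot be ruled out as part of the shift. The test cannot separate a gain in the K1 cells from a loss in both sublines. The same search also found a stretch of 13 genes on chromosome 14 (5153654 to 14793739). Its medians were -2.06 under KLF1-ER and -0.80 under KLF1-E339K-ER, where 99.7% of other blocks were higher. It holds 5 genes repressed by KLF1-ER and 0 repressed by KLF1-E339K-ER, and its cause was not tested.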

How the results depend on the processing

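The alternatives were set before the data were examined, except the 4 marked below as chosen after seeing the data. No paired analysis was possible because the tables hold fitted comparisons and no value per library. For the same reason leaving out each replicate, a replicate block and other splits of the samples were not run. The motif search at promoters was planned for the case of a genome other than mm9 and was not run.

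With no minimum in the test, KLF1-E339K-ER activated 846 and repressed 157 genes, KLF1-ER activated 1945 and repressed 1457, and 603 genes were shared. With a minimum log2 fold change of 2 these numbers were 59, 3, 201, 20 and 31; the odds ratio of the repressed genes is then infinite and is not given. At an adjusted p-value under 0.01 KLF1-E339K-ER activated 155 and repressed 7 genes, KLF1-ER repressed 64, and 80 were shared. Holm's adjustment left 60 and 3 genes for KLF1-E339K-ER, 182 and 14 for KLF1-ER, and 29 shared. A mean expression of at least 2 left 12 genes repressed by KLF1-E339K-ER. The cause was not tested for any of these.

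The share of genes lower under KLF1-E339K-ER was 94.5% among genes activated by KLF1-ER and 73.0% among genes activated in both comparisons. It was 34.4% among the 244 genes chosen by the KLF1-E339K-ER comparison, of which 129 were not called activated by KLF1-ER. The genes that differ numbered 39 higher and 74 lower with the full sum of squares, 1974 and 1852 with no minimum, where the balance of higher and lower genes was reversed, and 77 and 137 at an adjusted p-value under 0.01. With a K1 share of 0.25, chosen after seeing the data, they numbered 75 and 134. These counts rest on the assumed share of the K1 libraries.

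Of the KLF1-E339K-ER-favoured sites, 4.80% had a DEG within 1 kb, 11.3% within 50 kb, and 6.69% within 10 kb with DEGs at an adjusted p-value under 0.01. A mean concentration of at least 5 left 1471 differentially bound sites, 953 favouring KLF1-E339K-ER and 518 favouring KLF1-ER. Within 1 kb of a TSS, KLF1-E339K-ER-favoured sites were rarer (odds ratio 0.784), which passed where the 10 kb window did not. Against flanking windows, chosen after seeing the data, the odds ratio of the pyrimidine motif was 9.43 at the centre of KLF1-ER-favoured sites; it lies on the other side of 1 because the comparison asks another question, centre against flank within one class of site. The cause was not tested for the other changes.

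The other 82 values of these results kept their direction and their side of the threshold. For 3 of them, list percentiles of 100 at the top of their scale, this shows no stability. Among them are the odds ratios of sites at activated genes, from 11.6 to 20.4 for KLF1-E339K-ER and from 9.21 to 13.2 for KLF1-ER, which cover TSS from GENCODE, chosen after seeing the data. Joining genes by symbol, also chosen after seeing the data, gave 116 shared genes. Of 388 values for single genes and sites, 348 were unchanged in call, 29 no longer passed and 11 newly passed. These alternatives alter only the p-value, so the direction could not change. A gene or site that did not pass could not newly pass under a stricter setting such as Holm's adjustment. A part of the 348 was therefore fixed beforehand and shows no stability. The depth of the libraries is unknown, which limits what a gene or site below the threshold shows.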

Differences from the paper's values

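The paper gives the minimum of the treat test as a log-fold-change of 2. In the authors' deposited tables the minimum read from the values was 1 on the log2 scale, and the numbers of activated, repressed and shared genes equal the paper's at that minimum. None of the alternatives set before the data were examined changes the minimum read from the values. With a minimum of 2 the number of genes activated by KLF1-E339K-ER was 59 against the paper's 244.

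The share of KLF1-E339K-ER-favoured sites with a KLF1-E339K-ER DEG as closest TSS within 10 kb was 9.49%. The paper gives about 5% of binding events. It does not define how that share was counted, so these values may measure different things. Of the alternatives set before the data were examined, a window of 1 kb gave 4.80% and DEGs at an adjusted p-value under 0.01 gave 6.69%, both within 1.5 times the paper's value. A window of 50 kb gave 11.3% and sites at least 4-fold different gave 9.39%, which did not close the gap.

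From in vivo sites and in vitro affinities together, the paper states that KLF1-E339K prefers a central guanine over a pyrimidine. Its in vivo motif allows adenine or guanine there, and it does not rank these 2 bases by count in vivo. Among KLF1-E339K-ER-favoured sites with a single motif match, adenine (42.1%) was more frequent than guanine (27.2%). Over all matches at the centre the ranking was the opposite, with 2907 guanine (8.23 per kb) and 920 adenine matches (2.60 per kb), but overlapping matches in runs of guanine count separately there. With each site counted once per base, chosen after seeing the data, 1021 sites had guanine and 746 adenine. The logo of Fig. 2d draws adenine taller than guanine at that position. Relative to flanking windows, chosen after seeing the data, the density of guanine matches rose more (7.29 times) than that of adenine matches (3.46 times). That comparison counts overlapping matches separately too; among windows with a single match, guanine made up 9.56% away from the centre and 27.2% at it, and adenine 38.9% and 42.1%. By count, guanine ranked above adenine only where sites with several matches were included. The single-match rule itself works against guanine, since it kept 245 of the 1021 sites with guanine and 379 of the 746 with adenine. At the single-match sites guanine was still more frequent than thymine (17.0%) or cytosine (13.8%), so the order of adenine and guanine does not contradict the paper's statement.

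The paper states that the mutant binds less at the E2f2 enhancer. Of the 4 sites whose closest TSS is that of E2f2, 1 favoured KLF1-ER (Fold 1.38) and 2 favoured KLF1-E339K-ER (Fold -0.66 and -0.93). The paper does not give the position of the enhancer in its text, so which of these sites it means was not settled. The paper also states less binding at the β-globin promoter. No consensus site lay within 10 kb of Hbb-b1, the closest being 15158 bp away. The paper's evidence there includes gel shift assays in vitro, where the mutant bound a probe with that promoter's site more weakly. Multi-mapped reads were excluded and Hbb-b1 has a close paralog, so a missing site does not contradict the paper.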

Other observations

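For the order of the chromosomes, the tests of chance and of the shared K1 libraries, and besides these the test of chromosome 15 sites and the test of the lattice of low concentrations were chosen only after the patterns were seen, and the other tests before their results.

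On chromosome 13, 53 neighbouring genes from Trim27 to Gmnn (21271314 to 24853792; names chosen after their values were seen, to mark the ends) had a median log2 fold change of -1.73 under KLF1-ER and -0.19 under KLF1-E339K-ER. The stretch holds 39 histone genes, with a median of -2.16 under KLF1-ER, and 14 other genes, with a median of 0.20, of which 6 were below 0. A copy-number difference of the region would lower the 14 other genes as well. The 11 histone genes elsewhere in the genome had a median of -2.22 and 11 of 11 were below 0 in the KLF1-ER comparison, with a median of -0.35 under KLF1-E339K-ER. The shift may therefore belong to histone genes as a class rather than to the region. Whether it comes from the cells or from the preparation of the K1-ER libraries was not tested.

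Outside the stretch of chromosome 15 with lower genes, the 415 other genes of that chromosome had medians of 0.28 under KLF1-E339K-ER and 0.66 under KLF1-ER. Chromosome 15 also held 344 of the consensus sites, 43.2 per 100 protein-coding genes and the highest of the 20 chromosomes, against 10.7 on chromosome X, the lowest. The odds ratio for chromosome 15 was 1.79 (two-sided Fisher's exact test, p = 3.61e-17). Extra copies of chromosome 15 in the sublines are a candidate explanation for both values. Site numbers per gene varied on other chromosomes too, such as chromosome 11 with an odds ratio of 1.37 (adjusted p = 1.19e-08), so the number of sites alone does not single out copy number.

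In the KLF1-E339K-ER comparison the medians of the chromosomes followed the order in which their names sort as text. Chromosomes 1 and 10 to 19 had medians from -0.24 to -0.08, except chromosome 15 at 0.28 outside the stretch, and chromosomes 2 to 9 and X had medians from 0.00 to 0.14. The difference between the medians of the 2 groups was -0.21. Of all 167960 splits of the chromosomes into groups of 11 and 9, 1288 (0.767%) gave a difference as large. The order was noticed among many possible ones, so this share does not exclude chance. The same difference was 0.15, in the opposite direction, in the KLF1-ER comparison, which goes against the shared K1 libraries. Within 5 bins of GC content the difference across genes was between -0.20 and -0.13 in each bin, with a mean of -0.17 as without bins, so GC content in these bins did not account for it. A step of the authors' processing that handled the chromosomes in text order was not tested, and no biological explanation was tested.

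Across 10517 genes called in neither comparison, outside the stretch on chromosome 15, the 2 log2 fold changes correlated with Pearson's r = 0.327 and Spearman's rho = 0.253. This is across genes, which are not independent replicates. Shared K1 libraries would give part of it: with an equal share of the variance, the covariance expected was 0.447 of that seen. The rest may come from weak responses common to both proteins or from a larger K1 share, which the tables do not separate.

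At KLF1-E339K-ER-favoured sites with a single match, adenine was less frequent relative to guanine at the centre than in flanking windows (odds ratio 0.38, two-sided Fisher's exact test, p = 2.25e-09), so the base composition around the sites does not account for the guanine. Among single-match sites, binding was not stronger at guanine: the median mutant concentration at guanine sites minus that at adenine sites was -0.01 (permutation test, p = 0.89). The concentrations cover only sites that were called, so weak sites are missing from both groups.

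Sites at or above the upper quartile of mutant concentration had a KLF1-E339K-ER DEG as closest TSS within 10 kb in 16.8% of cases and sites at or below the lower quartile in 5.07% (odds ratio 3.78, two-sided Fisher's exact test, p = 8.42e-16). Binding strength may therefore separate sites with and without a changed gene nearby. The purine motif did not: the share was 8.81% with it and 10.1% without it (odds ratio 0.863, Fisher's exact test, p = 0.224). No technical explanation was tested for the difference by strength, so a bias of chromatin accessibility toward both strong sites and expressed genes remains open.

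The lowest concentrations in the site table take few values. Of 26 distinct low mutant values, 96.2% equal the sum of whole multiples of 2 step sizes, 0.35 and 0.65 of the floor, and 15.4% are whole multiples of the floor alone. Of all possible low values 13.9% lie on such sums. The pattern may reflect an average of 2 scaled count columns for the mutant, although the step sizes were those that matched the same values best among the steps tried. The study labels give 1 mutant ChIP library.

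Symbols differed between the gene tables for 779 genes, of which 47 were called in either comparison, and some were held as dates, such as Sept6. Cd44, which the paper names as a target, was not found in the gene tables. Icam4, which the paper names too, had log2 fold changes of 0.19 under KLF1-ER and 0.79 under KLF1-E339K-ER in the authors' deposited tables, with a difference of 0.60 (standard error 0.34, adjusted p = 1.00). A site 5 bp from its TSS favoured KLF1-ER (Fold 1.37, FDR = 0.000583). Klf1 itself was listed at 6.01 under KLF1-ER and 5.12 under KLF1-E339K-ER, and reads of the transgene were not told apart from those of the gene.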
